# Metformin reduces basal subpopulation and attenuates mammary epithelial cell stemness in FVB/N mice

**DOI:** 10.3389/fcell.2024.1427395

**Published:** 2024-07-11

**Authors:** Minghui Shan, Qiong Cheng, Amanda B. Parris, Lingfei Kong, Xiaohe Yang, Yujie Shi

**Keywords:** metformin, basal epithelial cells, mammary stem cells, receptor tyrosine kinase, estrogen receptor, breast cancer prevention

## Abstract

Metformin shows promise in breast cancer prevention, but its underlying mechanisms remain unclear. This study investigated the impact of metformin on the repopulation dynamics of mammary epithelial cells (MECs) and the signaling pathways in non-tumorigenic FVB/N mice. This study aimed to enhance our understanding of the role of metformin in reducing the susceptibility of MECs in premalignant tissues to oncogenic factors. In this study, female mice were administered 200 mg/kg/day of metformin via intraperitoneal (i.p.) injection from 8 to 18 weeks of age. After this treatment period, morphogenesis, flow cytometry, analyses of MEC stemness, and RNA sequencing were performed. The study findings indicated that metformin treatment in adult mice reduced mammary gland proliferation, as demonstrated by decreased Ki67+ cells and lateral bud formation. Additionally, metformin significantly reduced both basal and mammary repopulating unit subpopulations, indicating an impact on mammary epithelial cell repopulation. Mammosphere, colony-forming cell, and 3D culture assays revealed that metformin adversely affected mammary epithelial cell stemness. Furthermore, metformin downregulated signaling in key pathways including AMPK/mTOR, MAPK/Erk, PI3K/Akt, and ER, which contribute to its inhibitory effects on mammary proliferation and stemness. Transcriptome analysis with RNA sequencing indicated that metformin induced significant downregulation of genes involved in multiple critical pathways. KEGG-based pathway analysis indicated that genes in PI3K/Akt, focal adhesion, ECM-receptor, small cell lung cancer and immune-modulation pathways were among the top groups of differentially regulated genes. In summary, our research demonstrates that metformin inhibits MEC proliferation and stemness, accompanied by the downregulation of intrinsic signaling. These insights suggest that the regulatory effects of metformin on premalignant mammary tissues could potentially delay or prevent the onset of breast cancer, offering a promising avenue for developing new preventive strategies.

## Introduction

The prevention and treatment of breast cancer present significant challenges, necessitating innovative approaches for its management and treatment. The anti-diabetic drug metformin has emerged as an anti-cancer agent (Pernicova and Korbonits, 2014; Saini and Yang, 2018; De and Kuppusamy, 2020; Zhao et al., 2020), which is supported by studies on various cancer types, including breast, lung, prostate and ovarian cancers (Col et al., 2012; Ahn et al., 2020; Han et al., 2023; Lu et al., 2023). Epidemiological studies suggest a potential link between metformin use in patients with diabetes and a decreased risk of breast cancer (Col et al., 2012). Preclinical studies largely support metformin-associated anti-cancer effects (De and Kuppusamy, 2020). The associated mechanisms include systemic reduction in insulin levels, modulation of metabolic pathways, and direct modulation of critical pathways, such as activation of the AMP-activated protein kinase (AMPK) pathway and inhibition of the insulin/IGF-1 pathway, which are involved in the regulation of metabolism and proliferation (Pernicova and Korbonits, 2014). Inhibition of cancer stem cells may also play a critical role in metformin-induced anti-cancer activities (Saini and Yang, 2018). However, clinical trials investigating metformin’s anti-cancer effects as a therapeutic agent for breast cancer have yielded inconsistent outcomes (Cejuela et al., 2022). The potential use of metformin as a preventive agent carries significant implications. Differentiating between its therapeutic and preventive roles is essential in cancer management. Epidemiological evidence indicating a reduced incidence of cancer among diabetes patients treated with metformin has stimulated interest in its preventive capabilities.

Unlike the majority of preclinical research that concentrates on breast cancer cell lines or tumor models (De and Kuppusamy, 2020), investigations into the impact of metformin on breast tissues before tumorigenesis or on non-tumor tissues could yield valuable insights into its preventative mechanisms (Pernicova and Korbonits, 2014; Shehata et al., 2019). This study aimed to investigate the potential of metformin in breast cancer prevention by assessing its impact on intrinsic pathways within the mammary tissue hierarchy using a non-tumorigenic mouse model. This study aimed to elucidate the repopulation dynamics of mammary epithelial cells (MECs) in non-tumor-bearing mice, reducing their vulnerability to oncogenic factors, by focusing on their repopulation dynamics. The significance of this investigation lies in its innovative approach to cancer prevention, leveraging a well-established drug to potentially disrupt early cellular processes that predispose an individual to malignancy. Understanding the role of metformin in MEC behavior could pave the way for novel preventative strategies for breast cancer, highlighting the importance of reevaluating existing medications for new therapeutic applications.

Regulation of mammary stem cells (MaSCs) and MEC progenitor cells play a critical role in mammary gland development and homeostasis (Richert et al., 2000; Visvader and Smith, 2011). Increasing evidence has underscored the close relationship between the modulation of MaSC and MEC stemness and breast cancer risk or prevention (Siwko et al., 2008; Tiede and Kang, 2011; Wang et al., 2014). Recent advances have resulted in the development of various technologies for MEC/MaSC subpopulation profiling and functional characterization. Alterations in MEC subpopulations, including luminal, basal, and mammary repopulating units (MRUs), which serve as surrogate markers of MaSC enrichment, indicate MEC reprogramming in response to various factors (Stingl, 2009; Visvader, 2009). Our previous studies demonstrate that biguanide drugs induced inhibition of mammary tumors in the FVB/N-MMTV-erbB2 transgenic mice and involves selective inhibition of basal MEC subpopulations and MaSC stemness in premalignant tissues (Liu et al., 2011; Zhu et al., 2014; Guo et al., 2017; Parris et al., 2017). In a recent study using a normal C57BL/6 mouse model, metformin intake selectively reduced the total cell number and progenitor capacity of the hormone receptor-positive (HR+) luminal population in mammary tissues, correlating with reduced mitochondrial respiration and DNA damage (Shehata et al., 2019). While previous studies demonstrated metformin-induced changes in MEC subpopulations and metabolism in normal and premalignant mammary tissues, the specific MEC subpopulations targeted in these studies differ. Considering that our previous studies utilized the MMTV-erbB2 transgenic mouse model (Liu et al., 2011; Zhu et al., 2014; Guo et al., 2017; Parris et al., 2017), further characterization is needed to understand the interactions between metformin and intrinsic pathways in mammary tissues of non-tumor models with similar genetic backgrounds, as well as the modulated signaling within the molecular network.

In this study, we investigated metformin-induced alterations in MEC populations and stemness, combining phenotypic analyses with signal transduction studies in FVB/N mice, the parental strain of the FVB/N-MMTV-erbB2 transgenic mice. Our findings demonstrate that metformin induces MEC reprogramming and diminishes the dynamics of epithelial stemness in normal mammary tissues, along with inhibiting the intrinsic crosstalk between receptor tyrosine kinase (RTK) and ER signaling pathways involved in cellular microenvironment modulation. Studying the complex interactions between the mammary cellular architecture will enhance our understanding of the role of metformin in the modulation of mammary development.

## Materials and methods

### Antibodies and reagents

Metformin was obtained from Sigma-Aldrich. p-Akt (Ser473) (4060), p-Erk1/2 (Thr202/Tyr204) (9101), Cyclin D1 (2978), p-ERα (Ser118) (2511), p-ERα (Ser167) (5587), c-Myc (5605), p-AMPKα (Thy172) (2535), AMPKα (2532), p-mTOR (Ser2448) (5536), mTOR (2983), p-STAT3 (Tyr705) (9145), S6 (2217), p-S6 (Thr389) (9205), IRS1 (3407), p-IRS1 (Ser612) (3203) and β-catenin (8480) primary antibodies were sourced from Cell Signaling Technologies. Primary antibodies against Akt1 (sc-5298), Erk2 (sc-1647), ERα (sc-8002), STAT3 (sc-483), and β-actin (sc-47778) were purchased from Santa Cruz Biotechnology. The Active β-catenin (05-665) antibody was obtained from EMD Millipore. Anti-rabbit (7074) and anti-mouse (7076) HRP-linked secondary antibodies were from Cell Signaling Technologies. The Ki67 (PA5-19462) antibody was purchased from Invitrogen and the secondary anti-rabbit antibody for immunohistochemistry was part of the Vecta-Stain ABC kit (Vector Labs). Flow cytometry antibodies against CD16/32 (553141), CD49f (555735), CD24 (553260), and CD61 (553345) were purchased from BD Biosciences, and those against CD31 (102508), CD45 (103106), and Ter-119 (116208) were purchased from BioLegend.

### Animal handling and metformin administration

Female FVB/N mice were procured from Jackson Laboratory and housed under a consistent 12-h light-dark cycle on an estrogen-free AIN-93G diet (Synergy Bio). At 8 weeks of age, mice were randomly assigned to each of the control or metformin-treated groups. Metformin was administered daily at a dose of 200 mg/kg in 100 μL via intraperitoneal injection, while a saline solution served as the vehicle control. The dose selection was based on previous studies in mouse models that used metformin doses ranging from 100–250 mg/kg (Wu et al., 2012; Chen et al., 2017; Howell et al., 2017). Treatment was initiated at 8 weeks of age and continued for 10 weeks. At the endpoint, mice were euthanized by CO_2_ asphyxiation followed by cervical dislocation to verify animal death before tissue collection. Inguinal (#4) mammary glands were collected from mice in each group for primary mammary epithelial cell isolation from fresh tissue or snap-frozen for protein lysate/RNA extraction. For each group, 15 mice were used for wholemount/histopathology, Western blot analysis, RNA extraction, mammosphere and colony-forming cell (CFC) assays, and flow cytometry analysis as specified in individual assays. All animal experiments were approved by the Institutional Animal Care and Use Committee.

### Mammary gland wholemount preparation and analysis

Inguinal mammary glands from both control and treated mice were collected and fixed overnight in Carnoy’s solution. Following rehydration, the glands were stained with carmine alum staining solution. After staining, the glands were dehydrated, cleared with xylene, and mounted using Permount (Zhu et al., 2014). Ductal densities of whole mounts from five mice per group were examined and imaged using a Leica Microscope.

### Immunohistochemistry (IHC) staining

Formalin-fixed mammary glands from 18-week-old mice were processed for routine paraffin embedding and tissue sectioning. IHC was performed using the VECTASTAIN Elite ABC kit (Vector Laboratories) following the manufacturer’s instructions. The slides were first incubated with 10% goat serum to block non-specific binding and then incubated with a primary antibody Ki67 (1:5,000) at 4°C overnight, followed by incubation with a biotinylated secondary anti-rabbit antibody and ABC reagent. Diaminobenzidine (DAB) was used for color development, and the slides were counterstained with hematoxylin (Parris et al., 2017). Imaging and documentation were performed using a Leica Microscope.

### Isolation of primary mammary epithelial cells and flow cytometry analysis

Freshly collected mammary glands from 18-week-old mice were dissected, minced, and enzymatically dissociated overnight using a gentle collagenase and hyaluronidase kit (StemCell Technologies) according to the manufacturer’s protocol. After digestion with trypsin-EDTA and Dispase/DNase I, the resulting cell suspension was strained through a 40 - µm mesh filter to obtain a single cell suspension for flow cytometry analysis or mammosphere and CFC assays. For flow cytometry, primary MECs were incubated with anti-CD16/32 antibody to block non-specific binding to Fc receptors, and then stained with fluorescent antibodies targeting CD49f, CD24, CD61, and lineage markers (CD31, CD45, and Ter119), as previously described (Zhu et al., 2014; Parris et al., 2017). Flow cytometric analysis was performed using a BD FACSCalibur Flow Cytometer, as described previously (Zhu et al., 2014; Parris et al., 2017). With appropriate gating, lineage-negative cells exhibiting different patterns of CD24 and CD49f staining were used to identify luminal, basal, stromal, and MRU (mammary repopulating units) subpopulations. CD61 and CD49f were used as markers to identify the subpopulations enriched in luminal progenitor cells (Lo et al., 2012). FlowJo analysis software was utilized for gating and quantifying individual cell populations.

### Mammosphere assay

Primary MECs isolated from mammary tissues were cultured in ultra-low-attachment 24-well plates at a density of 2.5 × 10^4^ cells per well under specific conditions conducive to sphere formation. The culture medium consisted of EpiCult-B mouse media (Stemcell Technologies) supplemented with 10 μg/mL insulin (Sigma), 1 μg/mL hydrocortisone (Sigma), 1× B-27 (Thermo Scientific), 20 ng/mL EGF (Stemcell Technologies), 20 ng/mL basic FGF (Stemcell Technologies), 4 μg/mL heparin (Stemcell Technologies), and 50 μg/mL gentamycin. After 7 days, spheres with a diameter greater than 30 μm were counted and imaged. Primary spheres were then dissociated into single-cell suspensions and inoculated into new plates at a density of 1 × 10^3^ cells/well under identical conditions to assess the secondary sphere-forming efficiency (Zhu et al., 2014; Parris et al., 2017). Both primary and secondary sphere assays were performed in triplicate.

### 3D culture assay

Primary MECs from control and metformin-treated FVB/N mice were seeded at a density of 1.5 × 10^4^ cells per well in Matrigel-coated 48-well plates for 7 days, following procedures described in a previous report (Parris et al., 2017). Colonies from the 3D cultures were fixed with 4% paraformaldehyde for 6 h and then stained overnight with crystal violet. The colonies were imaged to analyze anchorage-independent cell growth (Parris et al., 2017). These assays were performed in triplicate.

### Colony-forming cell (CFC) assay

Isolated primary MECs were seeded at a density of 4 × 10^3^ cells per plate in 60-mm plates and cultured in supplemented EpiCult-B mouse medium for 7 days. Following incubation, the primary cells were washed, fixed with methanol/acetone (1:1), and stained with Wright’s Giemsa solution (Parris et al., 2017). Stained colonies were imaged using a Leica Microscope, counted, and analyzed. These assays were performed in triplicate.

### Western blot analysis

Mammary tissues were homogenized in the lysis buffer containing 50 mM Tris/pH 8.0, 5 mM EDTA, 150 mM NaCl, 1% NP-40, 1 mM phenylmethylsulfonyl fluoride, and 30 μL of protease inhibitor cocktail (ThermoFisher Scientific) per ml, using a tissue homogenizer for protein lysate preparation (Zhu et al., 2014). The protein concentration of the resulting supernatant was quantified using a BCA protein assay kit (Pierce). Subsequently, 50 μg of protein lysate from each sample was separated by SDS-PAGE, followed by transferring to PVDF membranes. The membranes were incubated with 5% milk in TBST buffer to block non-specific binding. Subsequently, the blots were probed with the specified primary antibodies at a dilution of 1:1000-2000 (Cell Signaling Technologies) overnight. After washing, the membranes were incubated with horseradish peroxidase-labeled secondary antibodies at 1:4000 in TBST/5% milk for 1 h, followed by chemiluminescent signal development using SuperSignal West Pico ECL reagent (Thermo Fisher Scientific). The specific protein bands were visualized and documented. The relative signal of each marker was quantified with densitometry analysis and normalized with loading control, which is summarized in Supplementary Figure S1.

### Gene expression profiling with RNA sequencing and bioinformatic analysis

The fourth pair of mammary glands, with lymph nodes removed, were collected at the endpoint and snap-frozen in liquid nitrogen. Total RNA was extracted using TRIzol (Invitrogen) according to the manufacturer’s instructions. Three RNA samples of individual mice from each of the control and metformin-treated groups were processed for further analysis. RNA sequencing and analysis of the samples were performed by the genomics service provider Biomarker Technologies (BMKGENE). RNA quality was assessed with an Agilent 2100 Bioanalyzer before library preparation. The qualified cDNA library was proceeded with RNA sequencing using a high-throughput sequencing platform in PE150 mode. Raw data were filtered by removal of adapter sequences and low-quality reads, followed by mapping clean data to the *Mus musculus* genome reference GRCm38 with efficient mapping ratios of 95.49%–98.06%. Gene expression levels were quantified with FPKM (Fragments Per Kilobase of transcript per Million fragments mapped) calculation. The differentially expressed genes (DEGs) were analyzed with DESeq2 (Subramanian et al., 2005). Criteria for differentially expressed genes were set as fold change (FC) ≥ 1.5 and *p*-value <0.01. DEGs induced by metformin were processed and presented in a volcano plot. Hierarchical clustering of DEGs was presented in a heatmap. For GO enrichment analysis, the DEGs were mapped to GO terms covering biological process, molecular function, and cellular component using ClusterProfiler. For KEGG (Kyoto Encyclopedia of Genes and Genome) pathway analysis, the DEGs were annotated and mapped to KEGG pathways to determine significant pathways impacted by the expression changes. Visualization of the interaction network among the top 20 KEGG pathways identified above were performed using the ClueGO (v2.5.10) plugin in Cytoscape (v3.9.1).

### Statistical analysis

Other than the bioinformatics analysis, data comparisons between the control and metformin-treated groups were statistically analyzed using Student’s t-test. GraphPad Prism software was employed for the analyses, with significance set at *p* ≤ 0.05. The results are presented as the mean ± SEM, based on at least three independent experimental replicates.

## Results

### Metformin suppresses mammary epithelial cell proliferation and modifies mammary morphogenesis

To assess the impact of metformin on MECs in normal mammary tissues, we evaluated metformin-induced morphological changes by performing wholemount analysis of inguinal mammary glands after 10 weeks of metformin treatment. A comparison of wholemounts from the two groups revealed a noticeable reduction in mammary ductal growth and epithelial cell density in the metformin-treated group (Figure 1). Notably, metformin treatment significantly decreased the number of lateral buds and alveolar structures, indicating an inhibitory effect (Figures 1A, B). Immunohistochemical staining further demonstrated a significant reduction in the number of Ki67+ MECs in metformin-treated mammary tissues (Figures 1C, D). These findings indicate that metformin not only suppresses the proliferation rate of MECs but also inhibits lateral bud formation and branching in mammary tissues.

**FIGURE 1:**
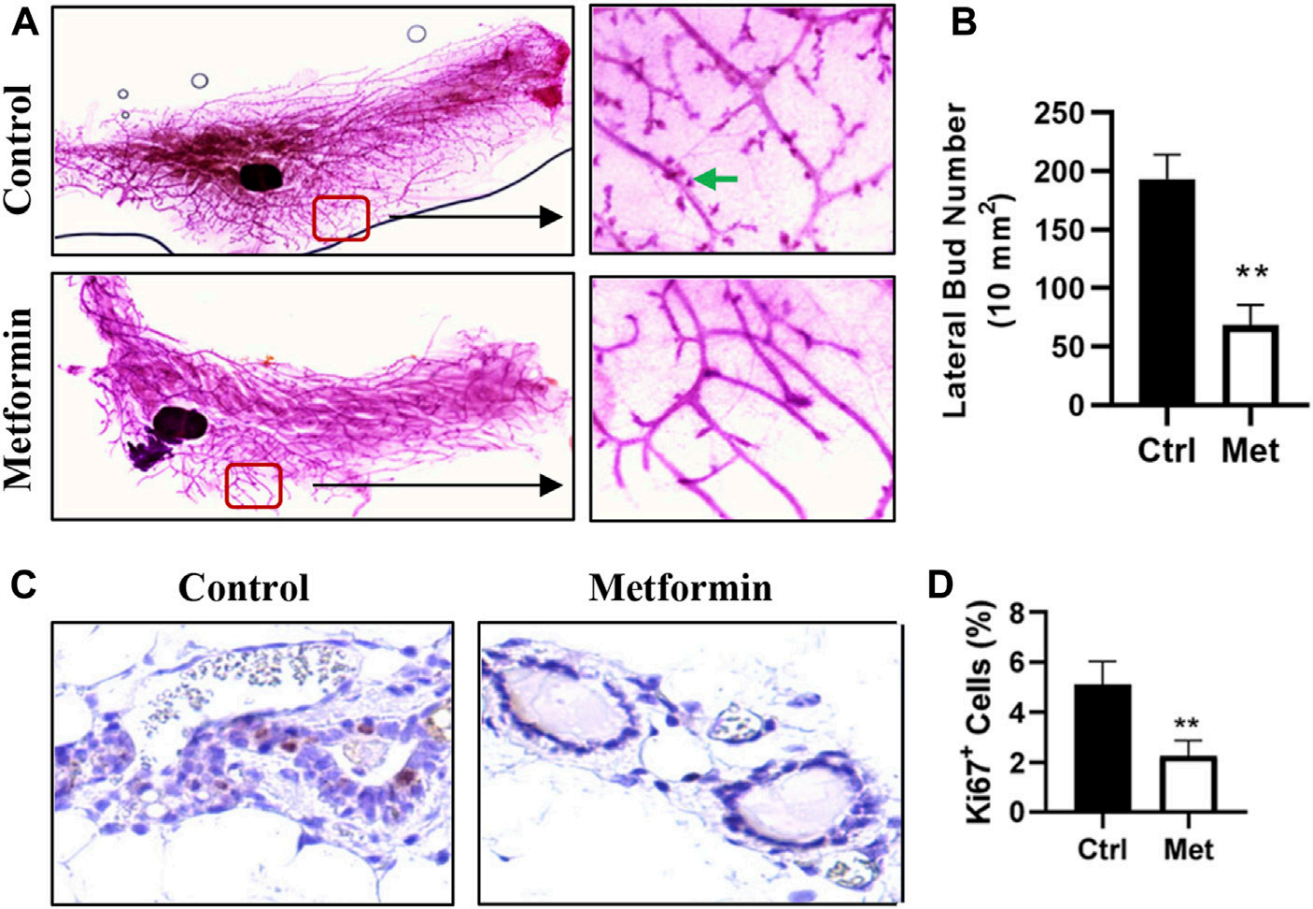
Metformin inhibits mammary epithelial cell proliferation in FVB/N mice. Female mice were exposed to metformin at 200 mg/kg/day for 10 weeks. Mammary glands were collected for wholemount and histopathology analysis. **(A, B)**. Representative mammary wholemounts of control and metformin-treated mice. Metformin-treated mammary glands display reduced mammary epithelial cell density and lateral buds/branches (arrows in green) **(A)**. Lateral bud numbers per 10 mm^2^ based on five mice of each group were quantified in **(B)**; **(C, D)**. Ki67 expression in mammary epithelial cells by immunohistochemistry. Ki67+ cells were detected with DAB as chromogen (dark brown color). **(C)** Representative images of Ki67 staining of mammary tissues. The percentage of Ki67+ mammary epithelial cells was quantified in **(D)**. (**p < 0.01).

### Metformin induces mammary epithelial cell repopulation with significant inhibition of basal, MRU, and CD61+/CD49f+ subpopulations

Prior studies by us and others suggested that metformin induces MEC repopulation but that the major targeted subpopulations differed (Zhu et al., 2014; Shehata et al., 2019). To examine the effect of metformin on MEC subpopulations in FVB/N mice, we characterized the MECs of metformin-treated mice using CD24/CD49f-based flow cytometry, which detects the relative composition of luminal, basal, and mammary repopulating units (MRUs) and stromal subpopulations. Our analysis revealed distinct differences in the MEC composition between metformin-treated tissues and controls (Figures 2A, B). Although metformin induced a noticeable decrease in the luminal subpopulation, the difference was not statistically significant. In contrast, basal and MRU subpopulations enriched with mammary stem cells were significantly inhibited in the metformin group (Figure 2C). This suggests that metformin induces MEC repopulation and downregulates the basal subpopulation, contributing to its modulatory effects on mammary tissues in FVB/N mice.

**FIGURE 2:**
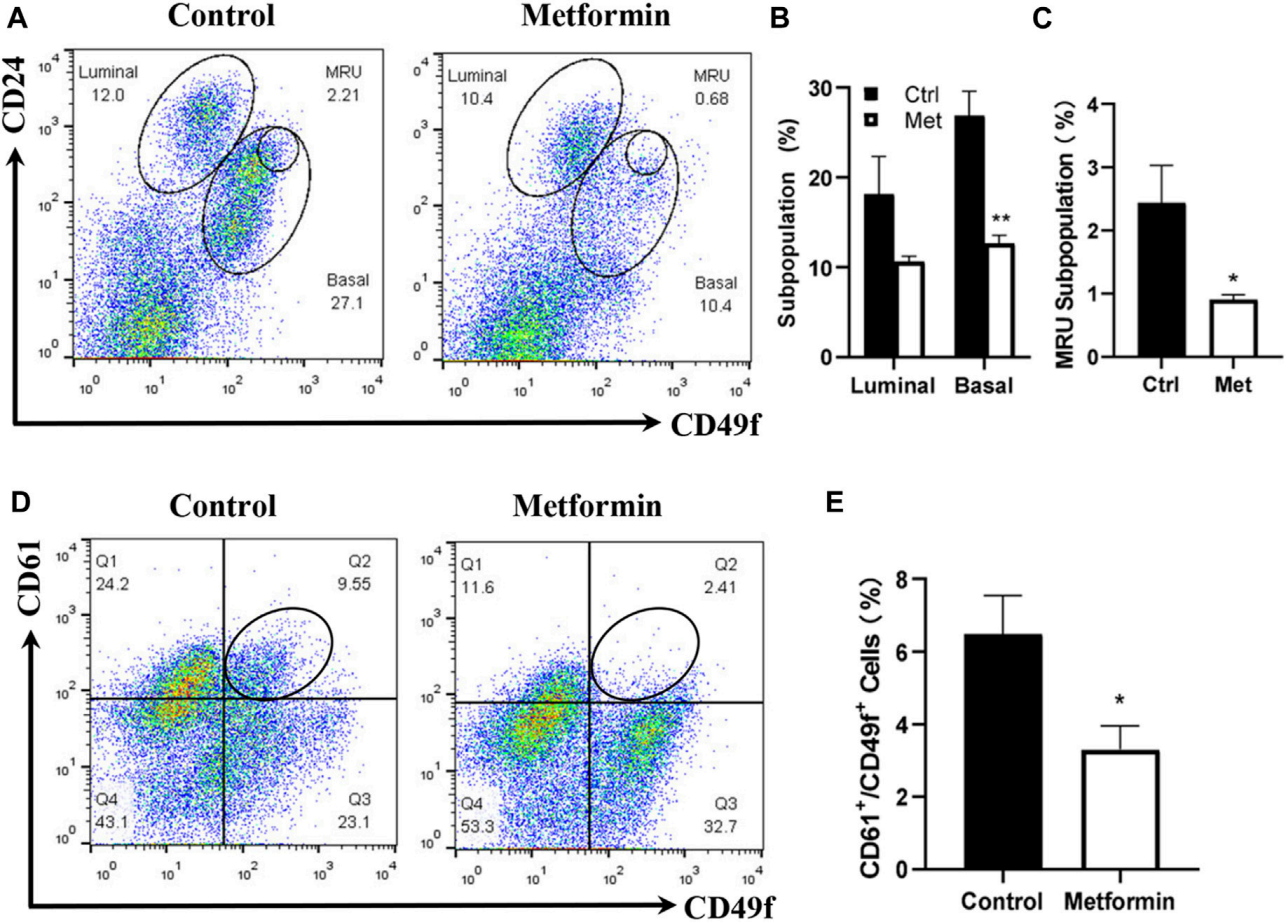
Metformin induces the repopulation of mammary epithelial cells with a significant reduction of basal and MRU subpopulations. Mammary cells isolated from control and metformin-treated mice were analyzed for different MEC subpopulations with flow cytometry. CD24 and CD49f were used to detect the relative composition of luminal, basal, and MRU subpopulations **(A–C)**. CD61 and CD49f were used to detect luminal progenitor cells (CD61+/CD49f+) enriched subpopulation **(D–E)**. **(A)** Representative plots of flow cytometry analysis based on CD24 and CD49f for luminal, basal, and MRU (mammary repopulating units) subpopulations. **(B, C)** Percentages of luminal/basal **(B)** and MRU **(C)** subpopulations from four replicates of each group were statistically analyzed; **(D)** Representative plots from the detection of CD61+/CD49f+ cells in mammary tissues of control and metformin-treated mice. **(E)** Quantification of CD61+/CD49f+ cells of each group as in B and C based on data obtained from four replicates. (*p < 0.05; **p < 0.01).

CD61 is a surrogate marker for luminal progenitor cells (Vaillant et al., 2008), and the CD61+/CD49+ subpopulation is enriched in luminal progenitor and tumor-initiating cells in FVB/N-MMTV-erbB2 mice (Lo et al., 2012). We previously demonstrated that metformin significantly reduced CD61+/CD49+ cells in MMTV-erbB2 mice (Zhu et al., 2014). In this study, the CD61+/CD49f+ subpopulation in the metformin-treated mammary tissues of FVB/N mice also exhibited a significant decrease compared to that in the controls (Figures 2D, E). Results from both CD24/CD49f and CD61/CD49f profiles suggest that metformin induces a repopulation of MECs in FVB/N mice, significantly affecting subpopulations enriched with mammary stem and progenitor cells.

### Metformin attenuates mammary epithelial cell stemness in FVB/N mice

To assess the effect of metformin on the functional potential of MaSCs and progenitor cells in FVB/N mice, we characterized MEC stemness using various functional assays. Colony-forming cell (CFC) assays were employed to detect the relative number of mammary progenitor cells in MECs (Stingl, 2009). Our results revealed a significant reduction in the colony formation efficiency of MECs in metformin-treated animals (Figure 3A), suggesting an inhibitory effect of metformin on MEC progenitor cells.

**FIGURE 3:**
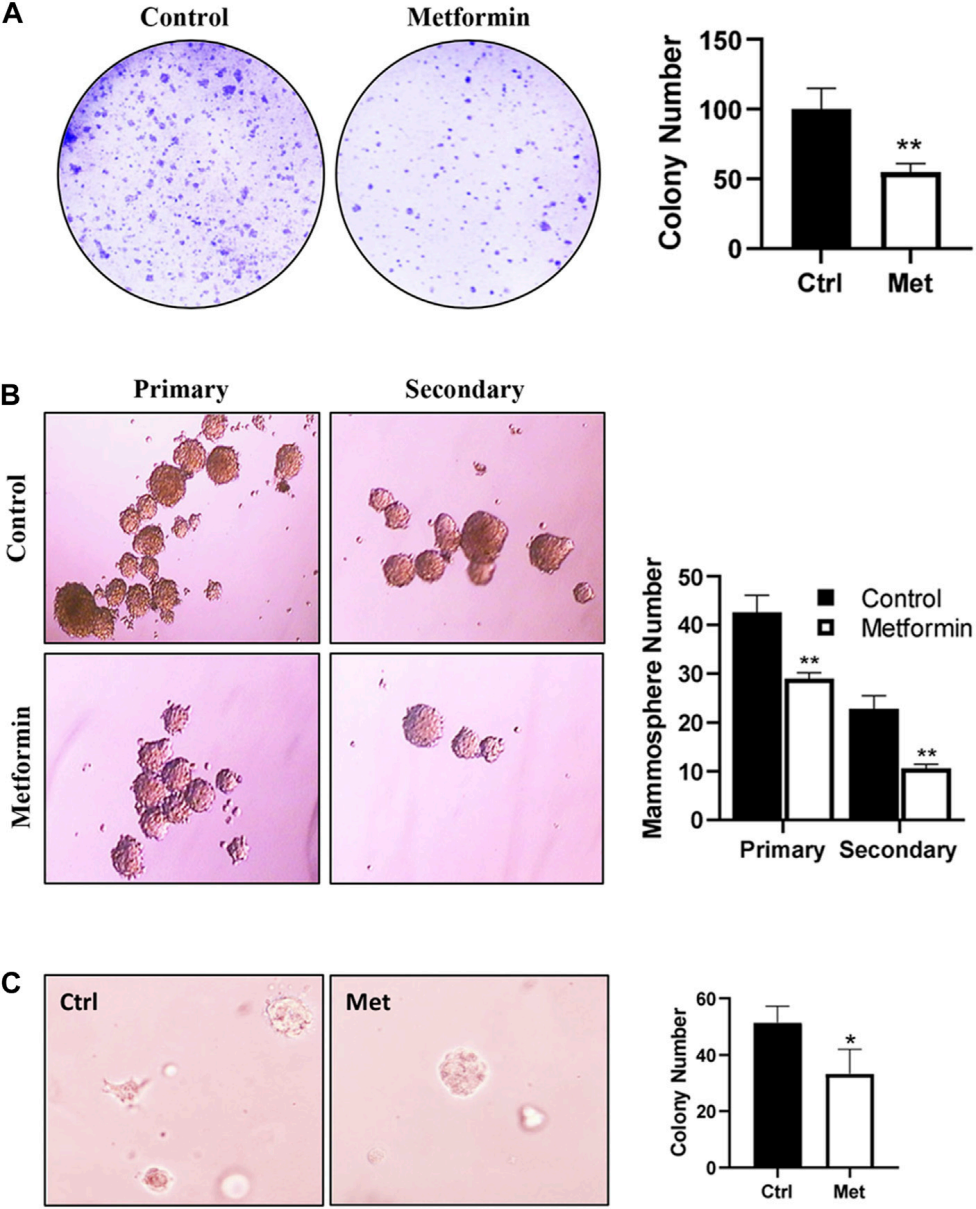
Metformin inhibits epithelial cell stemness of mammary tissues from FVB/N mice. Primary mammary epithelial cells (MECs) were isolated from control and metformin-treated mice (5 mice/group) and evaluated with functional assays for epithelial cell stemness. **(A)** Detection of relative numbers of mammary progenitor cells in the mammary tissues of control and metformin-treated mice with colony-forming cell (CFC) assays. CFC colonies formed in a dish inoculated with 4 × 10^3^ mammary cells from each group were documented. Results from triplicate experiments were quantified. **(B)** Mammosphere formation efficiency of MECs from control and metformin groups. Primary MECs were cultured in supplemented-Epicult-B media in triplicate for 7 days for the evaluation of primary mammospheres. Single cells from the primary spheres were cultured under the same conditions for secondary mammospheres. Spheres >30 μm were counted and quantified for statistical analysis. **(C)** Anchorage-independent growth of MECs was assessed with a 3D culture assay. Primary MECs from each group were grown in matrigel for 7 days, followed by fixation, staining, and colony analysis. Each of the assays was performed in triplicate (*p < 0.05, **p < 0.01).

The mammosphere formation efficiency, especially that of secondary spheres, serves as an indicator of MaSC self-renewal potential (Shaw et al., 2012). Evaluation of MECs from control and metformin-treated FVB/N mice indicated a substantial reduction in mammosphere formation efficiency in the metformin group, particularly secondary mammosphere formation (Figure 3B). This suggests a significant attenuation of the self-renewal capabilities. Additionally, we assessed the effect of metformin on anchorage-independent growth of MECs using a 3D culture system. As depicted in Figure 3C, metformin-treated MECs exhibited a marked decrease in the number of 3D colonies formed in the semi-solid culture system, providing further evidence of metformin’s inhibitory effect of metformin on MEC stemness in FVB/N mice. Of note, the *in vitro* culture system for mammosphere, CFC assay and 3D culture was in the absence of metformin. Therefore, the phenotype changes between the control and metformin treated groups were attributed to *in vivo* metformin treatment.

### Metformin induces mammary epithelial cell reprogramming and stemness attenuation through regulation of AMPK/mTOR/S6K, PI3K/Akt and MAPK/Erk signaling pathways

Metformin-induced AMPK activation and the resultant inhibition of mTOR signaling is a major upstream cellular event (Howell et al., 2017). PI3K/Akt and MAPK/Erk signaling play a critical role in mammary development and tumorigenesis. Previously, we reported that metformin induces downregulation of signaling in the MAPK/Erk, PI3K/Akt/mTOR, and STAT3 pathways in mammary tissues of erbB2 transgenic mice, which have a background of elevated RTK signaling (Zhu et al., 2014; Zhao et al., 2020). Therefore, to elucidate the phenotypic alterations in FVB/N mice, we focused on the effect of metformin on the AMPK/mTOR, PI3K/Akt and MAPK/Erk pathways, reflecting the interaction between metformin and intrinsic regulatory signaling in mammary tissues. Our analysis of both the total and phosphorylated protein levels of key markers within these pathways revealed that metformin induced significant activation of AMPK and notable inhibition of mTOR and ribosomal protein S6 phosphorylation (Figure 4 and Supplementary Figure S1), supporting the role of AMPK/mTOR/S6K regulation in this process. Moreover, we specifically examined whether metformin-induced regulation of the mTORC1 pathway is due to a higher baseline activity of this pathway in mammary tissues. Our data indicate that signaling in this pathway was comparable between mammary and liver tissues (Supplementary Figure S2), suggesting that our observations are not limited to the mammary glands.

**FIGURE 4:**
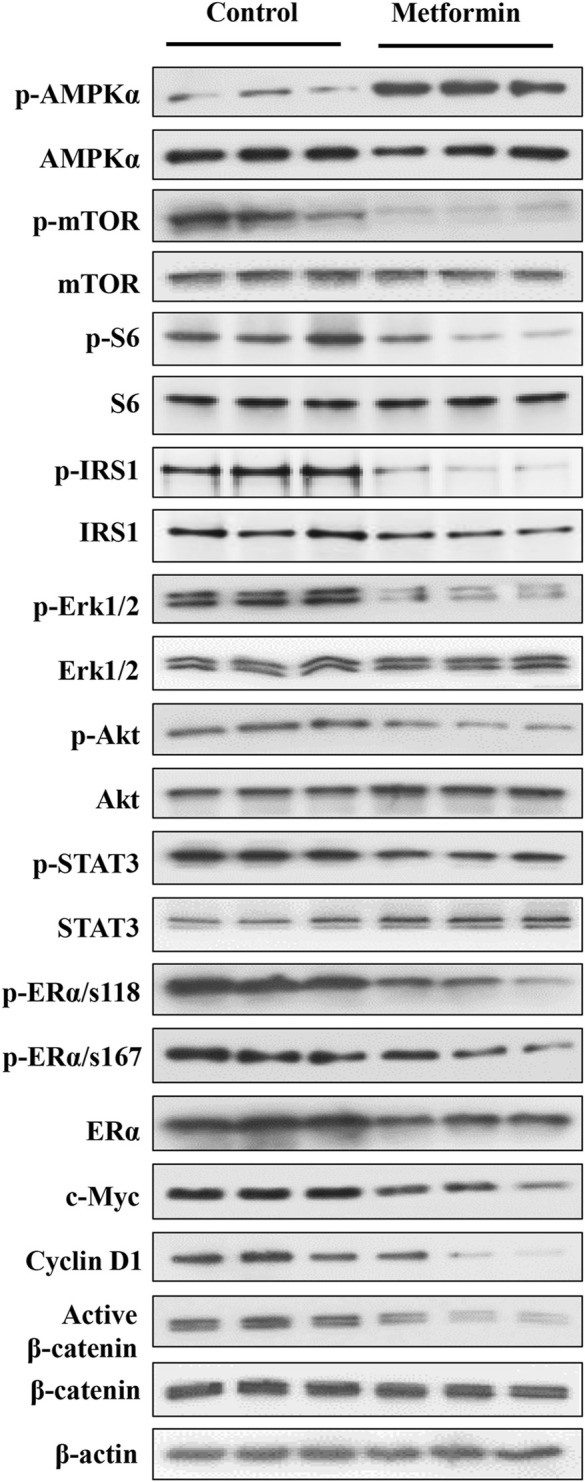
Western blot analysis of key markers in the AMPK, RTK, ER, and β-catenin pathways in mammary tissues of metformin-treated FVB/N mice. Protein lysates were prepared from mammary tissues of control and metformin-treated mice, followed by Western blotting. Protein levels of indicated markers from three mice of each group were analyzed. The markers encompass key regulators in AMPK, RTK, ER, and Wnt pathways to demonstrate metformin-modulated signaling in these pathways in the mammary tissues of FVB/N mice. The quantification of the relative protein levels and phosphorylation status of indicated markers is presented in Supplementary Figure S1.

Importantly, our analysis also demonstrated a substantial reduction in the phosphorylation/activation of Erk1/2, Akt, and STAT3 in the metformin-treated group. These results underscore the role of the RTK pathway as a mediator of metformin-induced regulation in mammary tissues, as evidenced by the downstream effect of these markers on RTK signaling. We further demonstrated that phosphorylation of IRS1 (insulin receptor substrate 1) was significantly inhibited. Since it was reported that IRS1 is upstream of RTK/Akt/Erk signaling (Nie et al., 2016; Shi et al., 2021), our results support IRS1 as a mediator of metformin-induced inhibition of these pathways. The ER signaling pathway plays a crucial role in mammary development and breast cancer oncogenesis, acting as a central hub for various signaling interactions (Rusidzé et al., 2021). Previous investigations of mammary tissues from MMTV-erbB2 transgenic mice highlighted the intricate interplay between the ER and RTK pathways (Ma et al., 2017). In this study, metformin treatment induced a significant downregulation in both total ERα and phosphorylated ERα at S118, with a moderate decrease in p-ERα at S167 compared to the control (Figure 4). Additionally, in the context of changes in MEC stemness, our analysis of Wnt/β-catenin signaling revealed a downregulation of active β-catenin in the metformin-treated tissues. Concurrently, the protein levels of c-Myc and cyclin D1, downstream targets influenced by ER, Wnt/β-catenin, and other pathways, exhibited significant reductions. Together, our data provide compelling evidence that metformin induces AMPK signaling activation and downregulates the MAPK/Erk, PI3K/Akt, ER, and Wnt/β-catenin pathways. These findings suggest that regulation of these fundamental pathways plays a critical role in mediating metformin-induced MEC repopulation and stemness suppression in the mammary tissues of FVB/N mice.

### RNA sequencing analysis of gene expression profiles in mammary tissues induced by metformin treatment

To gain molecular insights into the mechanisms of metformin-induced regulation on MECs, we performed RNA-Seq analysis of gene expression profiles in mammary tissues of mice from each of the control and metformin groups. 

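The fourth mammary glands of 3 control and 3 metformin-treated mice were sequenced as whole tissue, after the lymph nodes had been removed. FVB/N is an inbred mouse strain, and a mammary gland holds adipocytes, fibroblasts, vessels and immune cells beside the MECs, so the level of a transcript depends both on its expression and on the share of the cells that express it. The metformin group was injected intraperitoneally with 200 mg/kg each day between the ages of 8 and 18 weeks, and the control group with saline. Adapter sequences and low-quality reads were removed by the service provider of the authors and paired-end reads were mapped to GRCm38, for which the submitters' processing notes name HISAT2 and StringTie, with versions, annotation release and strandedness not given in the sources used here. The deposited counts per gene totalled 35375365, 47056181 and 38080033 in control mice 1, 2 and 3 and 44378910, 47370885 and 37705492 in metformin-treated mice 1, 2 and 3. They covered 25160 features, of which 22036 had an Ensembl identifier and 3124 had been assembled beyond the annotation by the authors and named NewGene. Counts were normalized by TMM, and 15925 features that passed the edgeR filter for low counts were tested with the edgeR quasi-likelihood test, with Benjamini-Hochberg adjusted p-values. Levels are given as TMM-normalized CPM (mean ± SD, n = 3 mice), and log2 fold changes, metformin over control, with an approximate standard error (SE). This SE is the absolute log2 fold change divided by the square root of its quasi-likelihood F statistic. The thresholds stated in the paper, a fold change of at least 1.5 with an unadjusted p under 0.01, are called the thresholds from here on. Before the data were examined, 34 gene lists and a rule for naming genes were fixed. The tables of the paper, drawn from these same samples, had been read by then, and some list members were known from them. The list tests are therefore not fully independent of those tables. The lists were tested with camera from limma at a preset inter-gene correlation of 0.01. Genes of milk protein and secretion took 4.21%, 4.34% and 0.151% of all counts in control mice 1, 2 and 3, and 0.117%, 0.0858% and 0.188% in metformin-treated mice 1, 2 and 3. With 3 mice against 3, an exact permutation test of a single gene cannot give a p under 0.1.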

As summarized in Figure 5A, using a cutoff of >1.5-fold change and *p* < 0.01 for significance, we identified a total of 433 genes that were differentially expressed in the metformin group, as compared to the control. 

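Galnt3, an enzyme that starts mucin-type O-glycosylation, was lower in the glands of metformin-treated mice, at 23.4 ± 8.82 CPM in control and 6.92 ± 0.832 CPM in metformin-treated mice (log2 fold change -1.76, SE 0.29). Slc27a1, a fatty acid transport protein, was higher, at 279 ± 27.8 CPM in control and 611 ± 107 CPM in metformin-treated mice (log2 fold change 1.13, SE 0.22). These 2 genes are among 271 genes past the thresholds, of which 204 were lower and 67 were higher in the metformin group. The median log2 fold change was -1.76 for the lower genes and 0.91 for the higher genes, and 41 of the lower genes and 2 of the higher genes changed by over 8-fold. Control and metformin-treated mice did not overlap in 2110 of all 15925 genes, where chance gives 10%, and in 246 of the 271, a share that their choice on the same samples raises, and in the other 25 genes, all of them lower, control 3 lay within the range of the metformin-treated mice. At an adjusted p under 0.05 edgeR called 0 genes (smallest adjusted p = 0.539), with 1199 at an unadjusted p under 0.05. limma-voom also called 0 genes at an adjusted p under 0.05, with 401 past the thresholds, whereas DESeq2 on the same genes called 200, with 519 past the thresholds. In a simulation with known changes, DESeq2 called 59 of 15467 unchanged genes at an adjusted p under 0.05 and edgeR 6. The simulation was run once, drew each gene independently and took its dispersions from edgeR, which can favor edgeR. It therefore cannot tell how many of the DESeq2 calls in these data are false. Galnt3 and Slc27a1, chosen for groups that do not overlap and for a small p, stayed past the thresholds when any 1 of the 6 mice was left out. A fit that leaves out 1 mouse has less power. A gene can therefore miss the thresholds there with little change in its log2 fold change, which is not by itself a dependence on that mouse. The number of genes past the thresholds was 177 without control 1, 107 without control 2, 666 without control 3 and 144 without metformin 1. Without control 3, 96 genes had an edgeR adjusted p under 0.05.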

Notably, approximately three-quarters of these genes (328 genes) were downregulated, whereas 105 genes were upregulated, underscoring metformin’s inhibitory effect on gene expression associated with mammary proliferation and stemness. 

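Of 28 tested genes of proliferation, 19 were lower and 9 were higher in metformin-treated mice, with a median log2 fold change of -0.05. Bub1b, a kinase of the spindle checkpoint, was at 2.02 ± 1.02 CPM in control and 0.838 ± 0.213 CPM in metformin-treated mice (log2 fold change -1.28, SE 0.47, edgeR adjusted p = 0.626). As a set these genes did not pass the test (limma camera adjusted p = 0.330), and when adjusted over the list alone 0 passed in edgeR, DESeq2 or limma-voom, with Bub1b the only 1 at an unadjusted p under 0.05 in edgeR. In limma camera the set was lower at adjusted p = 0.0495 without control 1 and at adjusted p = 0.0177 without metformin 3, within a range of 0.0177 to 0.850 over the alternatives. Of 10 mammary stem cell markers, 6 were lower and 4 were higher (median log2 fold change -0.20, limma camera adjusted p = 0.324). Sox10, a transcription factor of mammary stem and progenitor cells, was at 63.7 ± 46.7 CPM in control and 21.7 ± 3.04 CPM in metformin-treated mice (log2 fold change -1.56, SE 0.55), with control 3 at 18.6 CPM, and Lgr6, a receptor that marks epithelial progenitors, had a log2 fold change of -0.95 (SE 0.38). Adjusted over the list alone, 0 stem cell markers passed in edgeR or limma-voom and 1, Sox10, in DESeq2, with 2, Sox10 and Lgr6, at an unadjusted p under 0.05 in edgeR. Of 11 luminal hormone-sensing markers, 5 were higher and 6 were lower, with a median log2 fold change of -0.06, a mean of 0.11 and a test in the upward direction that did not pass (limma camera adjusted p = 0.622, or 0.0351 without control 3), and that turned downward with control 3 as the only control (adjusted p = 0.0430, with the spread from the metformin mice alone), with a range of 0.0351 to 0.976 over the alternatives. Gata3, a luminal transcription factor, had a log2 fold change of -1.11 (SE 0.39) and Greb1, a target of the estrogen receptor, one of 1.67 (SE 0.71), the only 2 at an unadjusted p under 0.05, and 0 passed in any of the 3 tools when adjusted over the list alone. Without control 2 the log2 fold change was -0.79 for Bub1b, and it was -0.87 for Sox10, -0.36 for Lgr6 and -0.53 for Gata3, while Greb1 was at 1.02 without metformin 1. Of the genes past the thresholds 75.3% were lower, a share that was 48.6% without metformin 2 and 85.4% without metformin 1.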

We next analyzed the DEGs using hierarchical clustering. 

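Cdhr1, a cadherin-related membrane protein, was at 40.0, 55.0 and 8.48 CPM in control mice 1, 2 and 3 and at 2.27, 3.27 and 3.63 CPM in metformin-treated mice 1, 2 and 3 (log2 fold change -3.50, SE 0.64). Elovl7, an elongase of long fatty acids, was at 12.3 ± 5.24 CPM in control and 3.60 ± 0.0277 CPM in metformin-treated mice (log2 fold change -1.77, SE 0.35), with control 3 at 6.65 CPM. All 433 genes of Table S1 lay in these counts in the direction that the table gives, 328 lower and 105 higher, and 231 of them (171 lower and 60 higher) were past the thresholds in edgeR. The study chose these genes on the same samples, so their direction is not independent evidence. The groups did not overlap in 329 of the 433 genes, where chance gives 10% of genes that were not chosen for a difference, and in 91 genes, 85 of them lower, control 3 lay within the range of the metformin-treated mice. Over all tested genes, the first principal component held 34.9% of the variance, with scores of -48.3 and -60.8 in control mice 1 and 2, of 24.8 in control 3, and of 35.9, 33.5 and 14.9 in metformin-treated mice 1, 2 and 3. Control 3 had a mean correlation over genes of 0.948 with the other controls and of 0.962 with the metformin-treated mice. The milk genes and the luminal progenitor markers of control 3, with a mean of 4.88 and 4.68 log2 CPM, lay within the range of the metformin-treated mice, while its CDK inhibitors, at 3.81 log2 CPM, lay below all of them. Of the genes of Table S1, 117 were past the thresholds without control 1, 80 without control 2, 295 without control 3, 90 without metformin 1, 98 without metformin 2 and 117 without metformin 3.

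**Figure D1:**
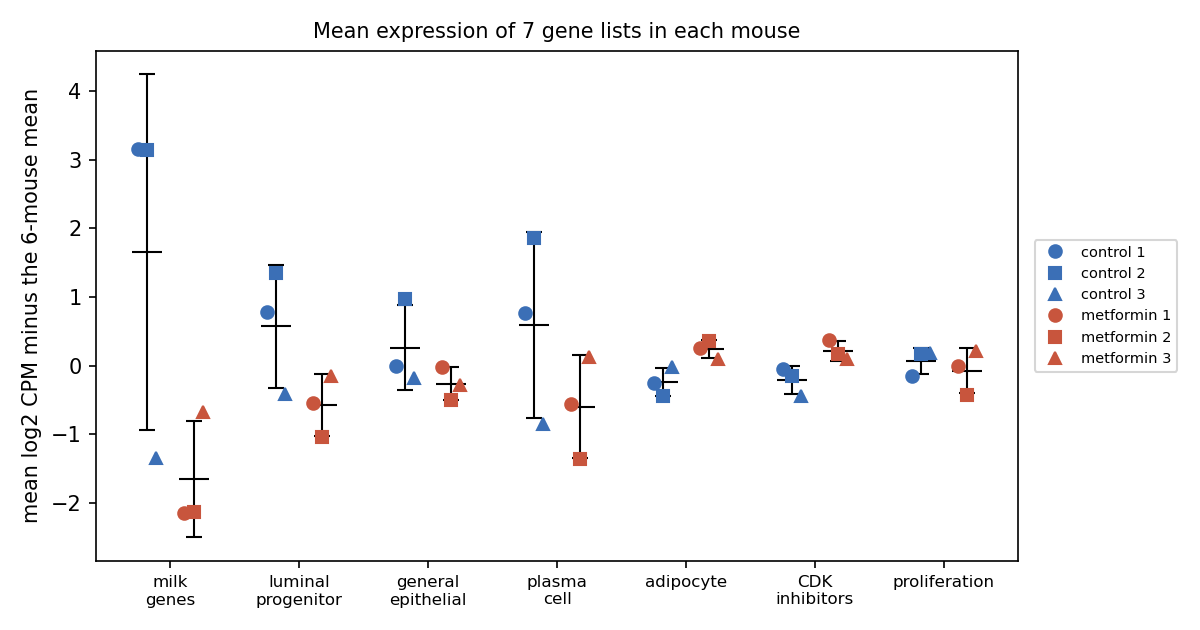
Mean log2 CPM of 7 gene lists in each mouse (y axis), with the mean over the 6 mice subtracted, for the 3 control mice (blue) and the 3 metformin-treated mice (red). Symbols mark mice 1, 2 and 3, and horizontal marks with bars give the mean ± SD of each group (n = 3). The triangle of control 3 lies within the range of the metformin-treated mice for the milk genes and the luminal progenitor, general epithelial and plasma cell markers. For the proliferation genes all 3 controls lie within that range.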

The heat map depicted in Figure 5B revealed a predominant downregulation of gene expression among the differentially expressed genes. 

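Csn2, the gene of beta-casein on chromosome 5 from 87692624 to 87699630 (GRCm38), was at 16277, 13528 and 31.1 CPM in control mice 1, 2 and 3 and at 10.0, 12.0 and 235 CPM in metformin-treated mice 1, 2 and 3 (log2 fold change -6.86, SE 2.24, edgeR adjusted p = 0.576). Lalba, the milk protein alpha-lactalbumin, was at 419 ± 355 CPM in control and 13.7 ± 6.66 CPM in metformin-treated mice (log2 fold change -4.94, SE 1.16, edgeR adjusted p = 0.539). Csn3, kappa-casein, was at 2333 ± 1734 CPM in control and 186 ± 33.7 CPM in metformin-treated mice (log2 fold change -3.65, SE 0.79), and Btn1a1, a protein of the milk fat globule, at 449 ± 327 CPM in control and 49.4 ± 11.1 CPM in metformin-treated mice (log2 fold change -3.19, SE 0.68). Of 17 milk protein and secretory genes, Wap, Glycam1, Csn1s2b and Lpo failed the filter for low counts. Wap had 21701, 13435 and 0 counts in control mice 1, 2 and 3 and at most 6 in a metformin-treated mouse. Of the 13 genes tested, 12 fell when adjusted over the list alone and 7 were past the thresholds, and the other, Atp2b2, a calcium pump, was lower at an unadjusted p that missed 0.05. Csn1s1, Csn1s2a, Csn2, Csn3, Lalba, Cel, Folr1 and Slc34a2 of this list are also in Table 1, which was read before the list was written. The results of the list are therefore not independent evidence. The set fell (median log2 fold change -3.70, limma camera adjusted p = 6.03e-09, and adjusted p = 0.650 with an estimated correlation), with an adjusted p of 0.173 with control 3 as the only control (with the spread from the metformin mice alone). It fell in 20 of 24 alternatives (adjusted p from 9.04e-38 to 0.650), but not with the adipocyte marker covariate (0.219). In control 3, Csn2, Lalba and Csn1s1 lay within the range of the metformin-treated mice, whereas Csn3 and Btn1a1 were above it, at 342 and 92.0 CPM. Lalba was not past the thresholds without metformin 1, metformin 2 or metformin 3 (log2 fold change -4.95, -4.62 and -5.33, in that order), while Csn3 and Btn1a1 stayed past them without any 1 mouse. Of the 37 genes of Table 1, all 20 listed as lower were lower and all 17 listed as higher were higher, 15 and 11 of them past the thresholds, and in 21 the groups did not overlap, where chance gives 10% of genes that were not chosen for a difference. Table 1 was drawn from the same samples and is not independent evidence. Among the higher genes, Rasd1, a Ras-related protein induced by glucocorticoids, was at 29.2 ± 15.7 CPM in control and 90.1 ± 10.3 CPM in metformin-treated mice (log2 fold change 1.63, SE 0.35), and Rprml at 8.65 ± 1.66 CPM in control and 23.1 ± 6.24 CPM in metformin-treated mice (log2 fold change 1.42, SE 0.25).

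**Figure D2:**
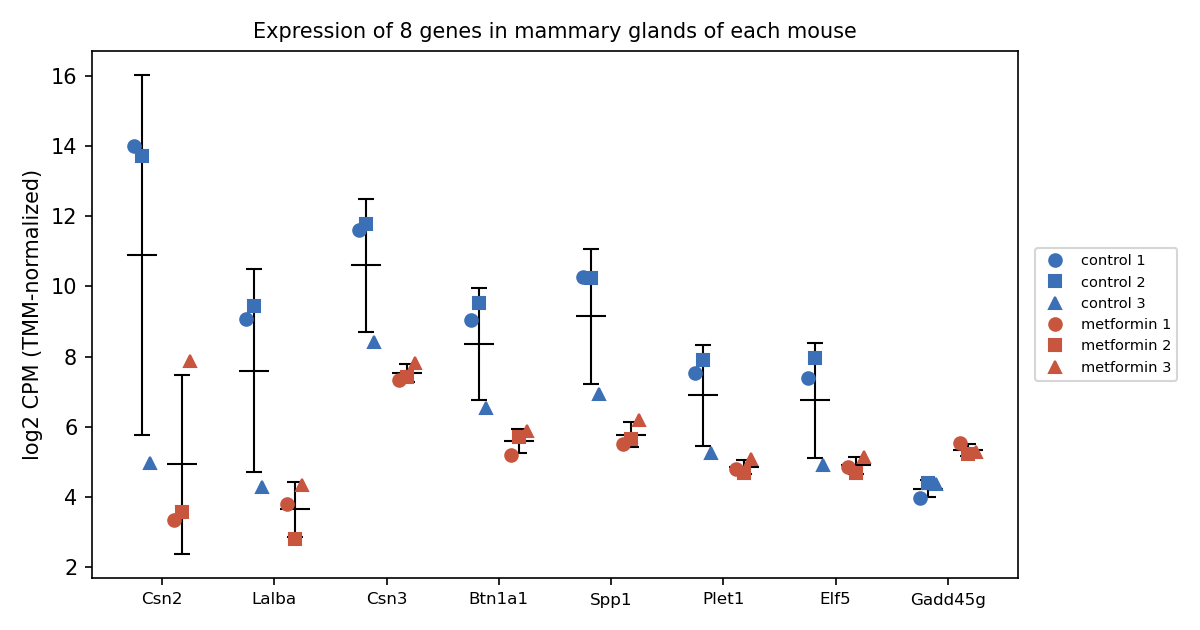
Expression of 8 genes (log2 CPM, y axis) in the mammary glands of the 3 control mice (blue) and the 3 metformin-treated mice (red), where symbols mark mice 1, 2 and 3 and horizontal marks with bars give the mean ± SD of the log2 values (n = 3). For Csn2 and Lalba control 3 lies with the metformin-treated mice, and for Gadd45g all 3 controls lie below them.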

For specific annotation, the top 20 downregulated and top 15 upregulated genes among metformin-induced DEGs are summarized in Table 1. The functional context of these genes, and those on the extended list, are analyzed below. The volcano plot in Figure 5C not only displays the general gene expression profiles but also demonstrates top hits of DEGs based on statistical differences and fold changes. 

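Dgat1, the enzyme of the last step of triglyceride synthesis, was at 139 ± 15.3 CPM in control and 273 ± 46.9 CPM in metformin-treated mice (log2 fold change 0.97, SE 0.20). Pepd, a dipeptidase that frees proline, was at 96.2 ± 12.4 CPM in control and 177 ± 21.5 CPM in metformin-treated mice (log2 fold change 0.88, SE 0.18), Rgcc, a regulator of the cell cycle, at 103 ± 8.45 CPM in control and 184 ± 27.8 CPM in metformin-treated mice (log2 fold change 0.84, SE 0.18), and Rab34, a small GTPase, had a log2 fold change of 0.72 (SE 0.14). Among the lower genes, Ube2v2, a variant of the ubiquitin-conjugating enzymes, was at 16.3 ± 0.782 CPM in control and 8.65 ± 0.737 CPM in metformin-treated mice (log2 fold change -0.91, SE 0.17), Magi3, a scaffold of cell junctions, at 28.1 ± 4.19 CPM in control and 15.3 ± 0.945 CPM in metformin-treated mice (log2 fold change -0.88, SE 0.17), and Enpp3, an ectonucleotidase, at 28.6 ± 7.84 CPM in control and 11.3 ± 2.57 CPM in metformin-treated mice (log2 fold change -1.34, SE 0.26). Glrb, a subunit of the glycine receptor, had a log2 fold change of -2.05 (SE 0.40). These 8 genes separate the groups without overlap, with control 3 on the side of the other controls, stay past the thresholds without any 1 mouse, and each has an edgeR adjusted p = 0.539. They were chosen on the same samples for groups that do not overlap and for a small p, so their separation is not independent evidence. Srcap, the ATPase of a chromatin remodeling complex, was at 28.3 ± 14.2 CPM in control and 4.21 ± 0.0647 CPM in metformin-treated mice (log2 fold change -2.75, SE 0.35), but 9738 of its 15783 exonic bases are shared with other annotated genes, so its value is uncertain. Gse1 and Gins2 lie on opposite strands and share 2758 exonic bases, and their log2 fold changes of -1.23 (SE 0.19) and 1.13 (SE 0.20) are uncertain because reads of the 2 genes cannot be told apart without strand. Of the 271 genes past the thresholds, 45 stayed past them in each of the 6 fits that left out 1 mouse, and 10 in none of them.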

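Plet1, a cell surface protein, lies on chromosome 9 from 50494525 to 50505482 (GRCm38) and was at 154 ± 104 CPM in control and 29.1 ± 4.16 CPM in metformin-treated mice (log2 fold change -2.41, SE 0.58, edgeR adjusted p = 0.539). Its level was 186 and 239 CPM in control mice 1 and 2 and 38.2 CPM in control 3, above the highest metformin-treated mouse at 33.7 CPM. Of 9 luminal progenitor markers, all 9 were lower and 5 fell when adjusted over the list alone (median log2 fold change -1.19, limma camera adjusted p = 0.000106, and adjusted p = 0.650 with an estimated correlation). Elf5, the transcription factor of alveolar progenitors, was at 149 ± 111 CPM in control and 30.1 ± 4.96 CPM in metformin-treated mice (log2 fold change -2.31, SE 0.65), Aldh1a3, a retinaldehyde dehydrogenase, had a log2 fold change of -1.19 (SE 0.35), and Lcn2, a secreted siderophore-binding protein, one of -2.07 (SE 0.64). Control 3 lay within the range of the metformin-treated mice for Elf5, at 29.8 CPM, and with it as the only control (with the spread from the metformin mice alone) the log2 fold change was 0.01 (SE 0.25) for Elf5 and -0.39 (SE 0.23) for Plet1, and the adjusted p of the set was 0.638. The luminal progenitor set fell in 19 of 24 alternatives (adjusted p from 5.28e-10 to 0.650), but not with the epithelial marker covariate (0.0972) or the adipocyte marker covariate (0.0386), with which it turned upward. Plet1 was not past the thresholds without control 1, control 2, metformin 1, metformin 2 or metformin 3 (log2 fold change -2.25, -1.95, -2.39, -2.32 and -2.52, in that order), and was past them without control 3 (log2 fold change -2.87). Elf5 was not past the thresholds without control 1, control 2, metformin 1, metformin 2 or metformin 3 (log2 fold change -2.21, -1.71, -2.29, -2.21 and -2.44, in that order). Aldh1a3 was not past the thresholds without control 1, control 2, metformin 1 or metformin 2 (log2 fold change -1.01, -1.05, -1.17 and -0.98, in that order). Of the 1947 exonic bases of Plet1, 261 are shared with the antisense gene Plet1os.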

Among the top hits of the downregulated genes, *PLET1* is associated with mammary differentiation and stemness. Its downregulation could indicate reduced stemness or progenitor cell activity. *CHRDL2* is involved in BMP signaling and cell differentiation. 

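Chrdl2, which encodes a secreted chordin-like protein, lies on chromosome 7 from 100006172 to 100034728 (GRCm38). It was at 22.5 ± 19.1 CPM in control and 0.568 ± 0.463 CPM in metformin-treated mice (log2 fold change -5.32, SE 1.37, edgeR adjusted p = 0.539), with control 1 at 34.2 CPM and control 3 at 0.489 CPM. Control 3 therefore lay within the range of the metformin-treated mice, and with it as the only control (with the spread from the metformin mice alone) the log2 fold change was 0.21 (SE 1.09). Chrdl2 was not past the thresholds without control 1, control 2, metformin 1, metformin 2 or metformin 3 (log2 fold change -4.88, -4.93, -4.97, -5.05 and -6.21, in that order), and was past them without control 3 (-5.89).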

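Itga8, the alpha-8 integrin subunit on chromosome 2 from 12106632 to 12301922 (GRCm38), was at 38.0 ± 20.8 CPM in control and 11.0 ± 0.988 CPM in metformin-treated mice (log2 fold change -1.78, SE 0.39). Spp1 encodes osteopontin, a secreted ligand of integrins, on chromosome 5 from 104435118 to 104441050, and was at 859 ± 638 CPM in control and 56.1 ± 15.0 CPM in metformin-treated mice (log2 fold change -3.94, SE 0.80). Col9a1, a chain of type IX collagen on chromosome 1 from 24177610 to 24252684, was at 43.2 ± 33.9 CPM in control and 2.72 ± 1.97 CPM in metformin-treated mice (log2 fold change -3.98, SE 0.97). The edgeR adjusted p was 0.539 for each of these 3 genes, and in each the groups did not overlap, though the paper chose them on these samples. Control 3 was the lowest control, at 18.5 CPM of Itga8, 122 CPM of Spp1 and 4.94 CPM of Col9a1, and with it as the only control (with the spread from the metformin mice alone) the log2 fold changes were -0.75 (SE 0.23), -1.12 (SE 0.31) and -0.86 (SE 0.82). Itga8 was not past the thresholds without metformin 3 (log2 fold change -1.77), Col9a1 was not past the thresholds without control 2, metformin 2 or metformin 3 (log2 fold change -3.47, -3.59 and -3.88, in that order), and Spp1 stayed past them without any 1 mouse. Itga8 shares 372 of its exonic bases with an antisense gene and Spp1 shares 309 with an overlapping gene.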

*ITGA8*, *SPP1* and *COL9A1* genes are involved in cell adhesion, survival and extracellular matrix interactions. Downregulation of these genes suggests metformin inhibits cell migration, proliferation/differentiation, adhesion and glandular activity. 

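H1fx, a linker histone gene on chromosome 6 from 87980421 to 87981637 (GRCm38), was at 6.13 ± 2.99 CPM in control and 27.0 ± 17.6 CPM in metformin-treated mice (log2 fold change 2.14, SE 0.56, edgeR adjusted p = 0.539). Ngfr, the low-affinity neurotrophin receptor on chromosome 11 from 95568818 to 95587735, was at 1.25 ± 0.355 CPM in control and 4.87 ± 3.71 CPM in metformin-treated mice (log2 fold change 1.96, SE 0.73, edgeR adjusted p = 0.626). Ptpn5, a tyrosine phosphatase on chromosome 7 from 47077795 to 47133684, was at 0.374 ± 0.547 CPM in control and 6.24 ± 7.08 CPM in metformin-treated mice (log2 fold change 4.04, SE 1.61, edgeR adjusted p = 0.642). Ngfr and Ptpn5 were not past the thresholds, and in metformin 2 they were at 0.842 CPM, below every control, and 0.144 CPM, within the range of the controls. Without metformin 2 both were past the thresholds, with log2 fold changes of 2.46 and 4.61, but in the other 5 fits that left out 1 mouse neither was, with 1.36 and 2.61 without metformin 1 and 6.44 for Ptpn5 without control 3. H1fx was not past the thresholds without control 1, control 3, metformin 1 or metformin 3 (log2 fold change 2.07, 1.86, 1.51 and 2.21, in that order), and 213 and 24 of its 1217 exonic bases are shared with a gene on the opposite and on the same strand.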

Among the top hits of the upregulated genes, *H1FX* is the member X of histone family; *NGFR* (Nerve Growth Factor Receptor) and *PTPN5* are involved in cellular differentiation and cell cycle-related process. These changes appear to be relevant to the regulation of chromatin dynamics, cell proliferation/differentiation and possible stemness. Upregulation of *GADD45G* and *MMD2* may suggest the involvement of cellular stress and DNA damage. These changes provide clues for further studies of metformin-induced regulation in mammary tissues. 

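Gadd45g, a gene induced by growth arrest and DNA damage on chromosome 13 from 51846678 to 51848468 (GRCm38), was at 19.0 ± 3.03 CPM in control and 40.6 ± 4.84 CPM in metformin-treated mice (log2 fold change 1.09, SE 0.18, edgeR adjusted p = 0.539). Mmd2, a membrane protein encoded on chromosome 5 from 142562358 to 142608800, was at 7.13 ± 1.79 CPM in control and 81.7 ± 75.3 CPM in metformin-treated mice (log2 fold change 3.52, SE 0.75, edgeR adjusted p = 0.539), with 164, 16.0 and 65.3 CPM in metformin-treated mice 1, 2 and 3. Of 13 targets of p53, 7 were higher and 6 were lower (median log2 fold change 0.05, limma camera adjusted p = 0.405), and adjusted over the list alone 1 rose, Cdkn1a, and 1 fell, Trp53inp1, a regulator of autophagy and apoptosis, at 57.6 ± 14.0 CPM in control and 31.0 ± 2.54 CPM in metformin-treated mice (log2 fold change -0.89, SE 0.20). Of 14 targets of the integrated stress response, 8 were higher and 6 were lower (limma camera adjusted p = 0.405), and Trib3, a pseudokinase induced by ATF4, had a log2 fold change of 0.88 (SE 0.31), or 0.51 without metformin 1. Adjusted over that list alone 0 passed in edgeR, DESeq2 or limma-voom, with Trib3 the only 1 at an unadjusted p under 0.05 in edgeR. Of 13 heat shock genes, 3 fell when adjusted over the list alone, the chaperones Hsp90aa1, at 405 ± 43.3 CPM in control and 250 ± 30.8 CPM in metformin-treated mice, Hsph1 (log2 fold change -0.71, SE 0.19) and Hspa4l (-0.72, SE 0.20). As a set the heat shock genes fell (median log2 fold change -0.17, limma camera adjusted p = 0.00483, and adjusted p = 0.650 with an estimated correlation), with an adjusted p of 0.140 without control 1, 0.165 without metformin 1 and 0.0535 without metformin 3. They fell in 17 of 24 alternatives (adjusted p from 3.82e-05 to 0.650), but not with the adipocyte marker covariate (0.0738). Mmd2 was not past the thresholds without control 2 (log2 fold change 3.39), Trp53inp1 was not past the thresholds without control 1, control 2 or metformin 2 (log2 fold change -0.86, -0.73 and -0.83, in that order), and Gadd45g stayed past them without any 1 mouse.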

Taken together, the regulatory pattern of the DEGs confirms the general inhibitory influence of metformin on mammary tissue gene expression and suggests a concerted suppression of specific pathways related to phenotypic changes. 

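Of the 34 gene lists, 9 fell and 6 rose in metformin-treated mice. The lists that fell were those of milk proteins, luminal progenitor, general epithelial, basal and plasma cell markers, tight junctions, integrins, heat shock genes and the clock genes that peak with Bmal1. The lists that rose were adipocyte and skeletal muscle markers, mitochondrial complex I subunits, red blood cell genes, CDK inhibitors and the clock genes that peak opposite to Bmal1. At an estimated correlation none of the 34 passed (smallest adjusted p = 0.650 with an estimated correlation). In the first principal component and in the milk gene share, control 3 lay nearer to the metformin-treated mice than to controls 1 and 2. The paper reasons from the regulatory pattern of its genes, most of which were lower, and concludes that metformin has a general inhibitory influence on gene expression in the mammary gland. It proposes that specific pathways tied to the phenotype of the gland are suppressed together.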

The complete list of DEGs is presented in Supplementary Table S1.

**FIGURE 5:**
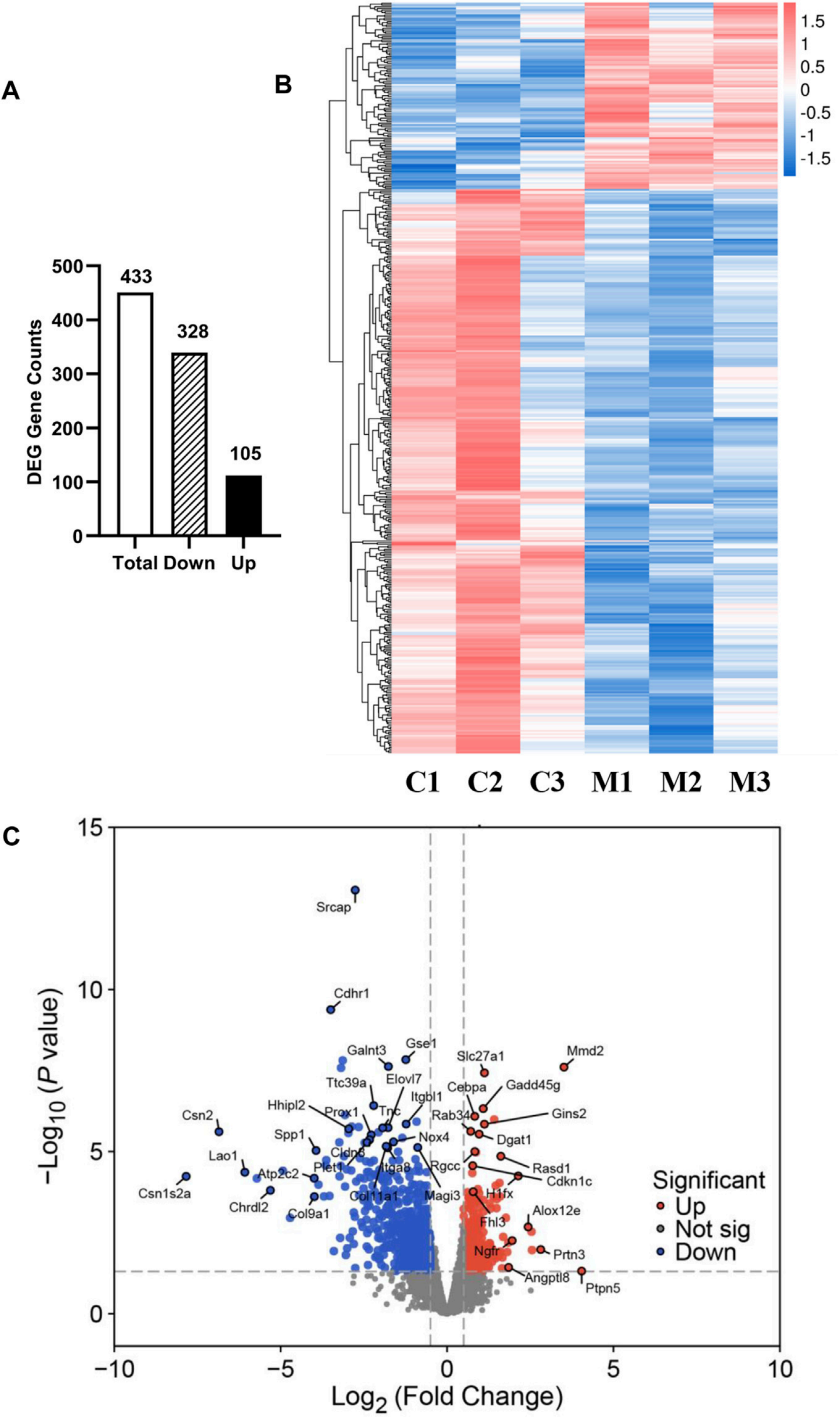
Overview of RNA sequencing analysis of gene expression profiles between control and metformin-treated FVB/N mice. **(A)** The numbers of differentially expressed genes (DEGs), including total, downregulated and upregulated genes, in the mammary tissues of control and metformin-treated mice. Criteria for DEGs were set as Fold Change (FC) ≥ 1.5 and *p*-value <0.01. **(B)** RNA-Seq heatmap showing the clusters of genes differentially expressed in mammary tissues of control (C1-3) and metformin-treated (M1-3) mice. **(C)** Volcano plot illustrating the 433 genes reaching statistical significance with downregulated genes in blue and upregulated genes in red.

**TABLE 1:** Differentially expressed genes regulated by metformin.

Gene	Symbol	*p*-Value	log2FC	Regulated	Annotation
ENSMUSG00000061937	*CSN1S2A*	5.81E-05	−7.8400	down	alpha-S2-casein-like A isoform 1 precursor
ENSMUSG00000063157	*CSN2*	2.44E-06	−6.8535	down	beta-casein isoform a precursor
ENSMUSG00000024903	*LAO1*	4.34E-05	−6.0769	down	L-amino acid oxidase 1 precursor
ENSMUSG00000070702	*CSN1S1*	6.71E-05	−5.7157	down	alpha-S1-casein isoform a precursor
ENSMUSG00000030732	*CHRDL2*	1.56E-04	−5.3087	down	chordin-like protein 2 isoform 2 precursor
ENSMUSG00000022991	*LALBA*	3.90E-05	−4.9353	down	alpha-lactalbumin precursor
ENSMUSG00000026818	*CEL*	1.10E-03	−4.7162	down	bile salt-activated lipase precursor
ENSMUSG00000034112	*ATP2C2*	6.61E-05	−3.9932	down	calcium-transporting ATPase type 2C member 2
ENSMUSG00000026147	*COL9A1*	2.45E-04	−3.9879	down	Collagen alpha-1(IX) chain; Flags: Precursor
ENSMUSG00000037145	*LYPD8l*	3.64E-08	−3.9580	down	epithelial progenitor 1 precursor
ENSMUSG00000029304	*SPP1*	9.24E-06	−3.9376	down	osteopontin isoform 4 precursor
ENSMUSG00000001827	*FOLR1*	1.04E-04	−3.8652	down	folate receptor alpha precursor
ENSMUSG00000029188	*SLC34A2*	2.42E-04	−3.7003	down	sodium-dependent phosphate transport protein 2B
ENSMUSG00000001622	*CSN3*	2.67E-05	−3.6477	down	kappa-casein isoform a precursor
NewGene_2453	*NEWGENE_2453*	1.83E-05	−3.6297	down	immunoglobulin light chain variable region, partial
NewGene_2472	*NEWGENE_2472*	2.33E-04	−3.5340	down	immunoglobulin light chain variable region, partial
ENSMUSG00000021803	*CDHR1*	4.19E-10	−3.4968	down	cadherin-related family member 1 precursor
NewGene_4750	*NEWGENE_4750*	5.18E-06	−3.2377	down	mCG129376
NewGene_2444	*NEWGENE_2444*	5.81E-05	−3.2311	down	mCG141631, partial
NewGene_2447	*NEWGENE_2447*	4.59E-03	−3.2104	down	mCG141625, partial
ENSMUSG00000039533	*MMD2*	2.48E-08	3.5132	up	monocyte to macrophage differentiation factor 2
ENSMUSG00000086962	*GM12248*	2.96E-03	2.5378	up	fatty acid hydroxylase domain-containing protein 2
ENSMUSG00000018907	*ALOX12E*	2.10E-03	2.4357	up	polyunsaturated fatty acid (12S)/(13S)-lipoxygenase, isoform X1
ENSMUSG00000044927	*H1FX*	5.64E-05	2.1381	up	H1 histone family, member X
ENSMUSG00000000120	*NGFR*	5.57E-03	1.9554	up	tumor necrosis factor receptor superfamily member 16 precursor
ENSMUSG00000053687	*DPEP2*	6.41E-03	1.8398	up	dipeptidase 2 isoform X1
ENSMUSG00000072624	*GM5460*	1.10E-03	1.7682	up	uncharacterized protein LOC432838 isoform X2
ENSMUSG00000009394	*SYN2*	4.27E-03	1.6855	up	synapsin-2 isoform IIb
ENSMUSG00000049892	*RASD1*	1.39E-05	1.6156	up	dexamethasone-induced Ras-related protein 1 [Arvicanthis niloticus]
ENSMUSG00000059824	*DBP*	2.42E-04	1.5917	up	D site-binding protein
ENSMUSG00000071497	*NUTF2-PS1*	9.24E-05	1.5730	up	nuclear transport factor 2 isoform X2 [*Castor canadensis*]
ENSMUSG00000056487	*METTL7A2*	2.90E-04	1.4918	up	methyltransferase like 7A2
ENSMUSG00000010307	*TMEM86A*	5.53E-04	1.4862	up	lysoplasmalogenase-like protein TMEM86A
ENSMUSG00000020131	*PCSK4*	1.12E-04	1.4614	up	proprotein convertase subtilisin/kexin type 4 precursor
ENSMUSG00000046215	*RPRML*	1.02E-06	1.4154	up	reprimo-like protein
ENSMUSG00000095789	*NUPR1L*	2.43E-04	1.3957	up	nuclear protein 2
ENSMUSG00000095562	*GM21887*	9.93E-03	1.3521	up	erythroid differentiation regulator

### Gene ontology (GO) analysis of DEGs in mammary tissues of control and metformin-treated mice

GO enrichment analysis was performed to understand the functional context of the DEGs relative to cellular component, molecular function and biological process. The results revealed that, in terms of cellular component, the major groups of DEGs were associated with lateral plasma membrane, apical plasma membrane, extracellular space, cell surface and obsolete plasma membrane part (Figure 6A). 

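Cldn1, a strand-forming claudin of tight junctions, was at 20.1 ± 8.63 CPM in control and 6.47 ± 1.31 CPM in metformin-treated mice (log2 fold change -1.63, SE 0.36), and Patj, a scaffold of the apical Crumbs complex, at 19.3 ± 5.44 CPM in control and 8.87 ± 1.43 CPM in metformin-treated mice (log2 fold change -1.12, SE 0.24). Cldn8, another claudin, was at 29.7 ± 18.3 CPM in control and 5.90 ± 1.17 CPM in metformin-treated mice (log2 fold change -2.33, SE 0.53), with control 3 at 9.02 CPM. Of 20 tight junction genes, 7 fell and 1, Cldn15, rose when adjusted over the list alone (median log2 fold change -0.57, limma camera adjusted p = 9.73e-05, and adjusted p = 0.650 with an estimated correlation). Igsf5, Marveld3, Cldn15, Ocln, Cldn1, Cldn8, Patj and Cgn of this list are also in Table 2, which was drawn from the same samples. Table 2 was read before the list was written, so these results are not independent evidence. Of 20 general epithelial markers, 17 were lower (median log2 fold change -0.73, limma camera adjusted p = 9.39e-05, and adjusted p = 0.650 with an estimated correlation), among them Cdh1, E-cadherin of the lateral membrane, at 86.8 ± 30.8 CPM in control and 48.1 ± 1.99 CPM in metformin-treated mice, and Esrp1, an epithelial splicing factor (log2 fold change -1.21, SE 0.34). Adjusted over that list alone 0 passed in edgeR or limma-voom and 8 fell in DESeq2, with 8 lower at an unadjusted p under 0.05 in edgeR. Of 16 basal and myoepithelial markers, 13 were lower and 2 fell when adjusted over the list alone, Myh11, smooth muscle myosin, at 119 ± 18.0 CPM in control and 65.5 ± 9.19 CPM in metformin-treated mice, and Itga6, an integrin of hemidesmosomes (log2 fold change -0.82, SE 0.18). The basal set fell (limma camera adjusted p = 0.000450, and adjusted p = 0.650 with an estimated correlation), with an adjusted p of 0.0687 without control 2. With control 3 as the only control (with the spread from the metformin mice alone) the adjusted p was 0.480 for the tight junction genes, 0.480 for the general epithelial and 0.149 for the basal markers, Cldn8 was not past the thresholds without control 2, metformin 2 or metformin 3 (log2 fold change -1.93, -2.17 and -2.39, in that order), and Itga6 was not past the thresholds without metformin 1 (log2 fold change -0.72). The tight junction set fell in 19 of 24 alternatives (adjusted p from 5.28e-10 to 0.650), but not with the epithelial marker covariate (0.201) or the adipocyte marker covariate (0.132). The basal set fell in 18 of 24 alternatives (adjusted p from 1.26e-05 to 0.650), but not with the epithelial marker covariate (0.538) or the adipocyte marker covariate (0.625). The general epithelial set fell in 19 of 24 alternatives (adjusted p from 2.49e-09 to 0.650), but not with the adipocyte marker covariate (0.124), and the epithelial covariate is its own mean. Cdh1 was not past the thresholds without control 2, control 3, metformin 1, metformin 2 or metformin 3 (log2 fold change -0.53, -0.93, -0.90, -0.87 and -0.82, in that order), and Esrp1 was not past the thresholds without control 1, control 2, metformin 1, metformin 2 or metformin 3 (log2 fold change -1.30, -0.76, -1.38, -1.09 and -1.19, in that order).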

In terms of molecular function, the major DEG groups were related to cyclin-dependent protein serine/threonine kinase inhibitor activity, phosphatidylinositol-3,4-bisphosphate binding, molecular adaptor activity, immunoglobulin receptor binding, and phosphatidylinositol-5-phosphate binding (Figure 6B). 

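Cdkn1c, the CDK inhibitor p57, was at 40.4 ± 2.52 CPM in control and 69.1 ± 9.69 CPM in metformin-treated mice (log2 fold change 0.78, SE 0.16), Cdkn2b, the inhibitor p15, at 6.48 ± 0.990 CPM in control and 11.9 ± 1.40 CPM in metformin-treated mice (log2 fold change 0.88, SE 0.21), and Cdkn1a, the inhibitor p21, at 42.7 ± 9.88 CPM in control and 75.8 ± 14.7 CPM in metformin-treated mice (log2 fold change 0.83, SE 0.22). These 3 genes rose when adjusted over the list of 7 CDK inhibitors alone, and Cdkn1b, the inhibitor p27, had a log2 fold change of -0.32 (SE 0.15). The set rose (median log2 fold change 0.50, limma camera adjusted p = 0.00436, and adjusted p = 0.650 with an estimated correlation), and its adjusted p was 0.0530 without control 3 and 0.0259 with control 3 as the only control (with the spread from the metformin mice alone). It rose in 20 of 24 alternatives (adjusted p from 7.81e-05 to 0.650), but not with the adipocyte marker covariate (0.107). Control 3 was on the side of the other controls for all 3 genes, at 37.5 CPM of Cdkn1c, 7.60 CPM of Cdkn2b and 33.9 CPM of Cdkn1a. Cdkn1a was not past the thresholds without control 2, control 3, metformin 1 or metformin 3 (log2 fold change 0.80, 0.69, 0.67 and 0.81, in that order), Cdkn2b was not past the thresholds without control 1, control 2, metformin 1 or metformin 3 (log2 fold change 0.84, 0.80, 0.80 and 0.82, in that order), and Cdkn1c stayed past them without any 1 mouse. Cdkn1c shares 625 of its 2039 exonic bases, and Cdkn1a 273 of its 3553, with antisense genes.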

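Jchain, the joining chain of secreted immunoglobulins, was at 563, 1175 and 70.8 CPM in control mice 1, 2 and 3 and at 57.1, 31.6 and 169 CPM in metformin-treated mice 1, 2 and 3 (log2 fold change -2.81, SE 0.99, edgeR adjusted p = 0.605). Iglc2, an immunoglobulin light chain constant region, was at 8.00 ± 8.11 CPM in control and 1.37 ± 0.904 CPM in metformin-treated mice (log2 fold change -2.54, SE 0.94), and Mzb1, a chaperone of plasma cells, had a log2 fold change of -2.29 (SE 1.08), a value that is uncertain because 695 of its 1215 exonic bases are shared with another gene. Without control 2 the values were -1.35 for Iglc2 and -1.10 for Mzb1. Of 9 tested plasma cell markers, 8 were lower and the set fell (median log2 fold change -1.66, limma camera adjusted p = 0.00483, and adjusted p = 0.650 with an estimated correlation), with control 3, at a mean of 2.03 log2 CPM, within the range of the metformin-treated mice. Its adjusted p was 0.152 without control 2, 0.152 without metformin 2 and 0.709 with control 3 as the only control (with the spread from the metformin mice alone). The set fell in 17 of 24 alternatives (adjusted p from 1.26e-05 to 0.709), but not with the epithelial marker covariate (0.678), and it turned upward with the adipocyte marker covariate (1.51e-05). Adjusted over the list alone 0 plasma cell markers passed in edgeR or limma-voom and 3 fell in DESeq2, with 2, Jchain and Iglc2, at an unadjusted p under 0.05 in edgeR. B cell markers (limma camera adjusted p = 0.405), T and NK cell markers (limma camera adjusted p = 0.109) and macrophage markers (limma camera adjusted p = 0.924) did not pass as sets, with median log2 fold changes of -0.59, -0.17 and 0.14. In limma camera the macrophage set was higher at adjusted p = 0.0296 without metformin 2 and lower at adjusted p = 0.0228 without metformin 3, where the T and NK cell set was lower at adjusted p = 7.76e-06, with ranges of 0.0228 to 0.989 and 7.76e-06 to 0.829 over the alternatives. With the adipocyte marker covariate, which does not overlap between the groups, the B cell set (adjusted p = 0.0222, with a range of 0.0222 to 0.921 over the alternatives) and the T and NK cell set (adjusted p = 0.0222) were higher. Of 12 brown fat genes, 7 were higher and 5 were lower (median log2 fold change 0.38, limma camera adjusted p = 0.908). In edgeR 0 brown fat genes, 0 B cell markers, 0 macrophage markers and 1 T cell marker, Cd8a, had an unadjusted p under 0.05, and 0 genes of these 4 lists passed in edgeR, DESeq2 or limma-voom when adjusted over the list alone.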

The major biological processes involving the DEGs were immunoglobulin production, brown fat cell differentiation, cellular response to glucagon stimulus, immune response and aging (Figure 6C). While comprehensive analysis of the full lists may reveal a more in-depth understanding, these prominent changes in GO analysis suggest that the DEGs associated with extracellular components, transmembrane signaling and regulation of immune responses are of significance for further investigation on metformin-induced gene expression.

**FIGURE 6:**
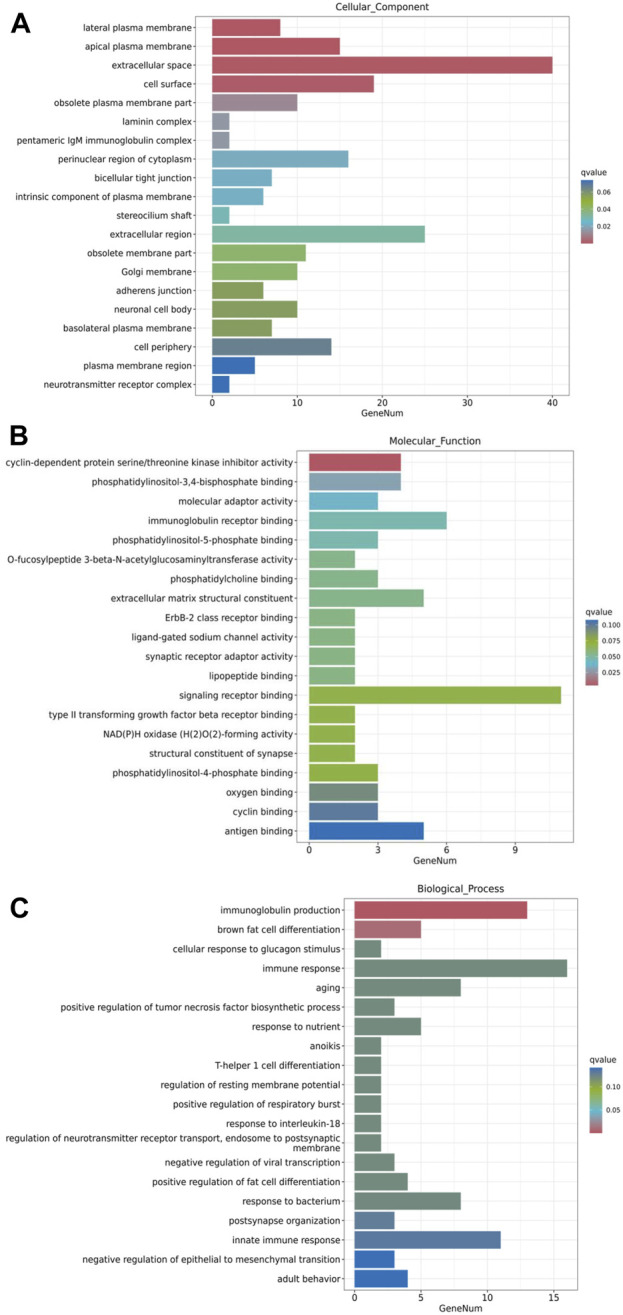
GO enrichment analysis of metformin-induced DEGs in mammary tissues of FVB/N mice. The top 20 gene sets based on cellular component, molecular function, and biological process were presented in **(A–C)**, respectively. The *x*-axis displays a number of differentially expressed genes (GeneNum); The *y*-axis indicates GO terms. The gene sets were listed in order based on q value (on the right) in the analysis.

### KEGG analysis of the DEGs for the pathways regulated by metformin

The KEGG pathway enrichment analysis reveals potential links between genetic information of the DEGs and cellular functions that are significantly modulated by specific treatments. As shown in Figure 7A, results from the KEGG analysis of metformin-induced DEGs indicate that the ECM-receptor interaction pathway was the most prominently enriched pathway. 

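Tnc, the matrix protein tenascin C, was at 38.4 ± 18.4 CPM in control and 10.1 ± 2.32 CPM in metformin-treated mice (log2 fold change -1.93, SE 0.40), and Itgbl1, an integrin beta-like protein, at 11.4 ± 1.38 CPM in control and 4.88 ± 0.995 CPM in metformin-treated mice (log2 fold change -1.22, SE 0.23). Sv2c, a synaptic vesicle glycoprotein, had a log2 fold change of -2.19 (SE 0.50), and Itgb8, the beta-8 integrin subunit, one of -1.41 (SE 0.35). Of the 16 genes that Table 2 lists for ECM-receptor interaction, 15 were lower and 1, Itga2b, was higher, with a median log2 fold change of -1.49, and 9 of the lower genes and Itga2b were past the thresholds. The study chose these genes on the same samples, so this is not independent evidence of their direction, and in 1 of the 16 control 3 lay within the range of the metformin-treated mice. Of 21 integrin subunits, Itga6, Itga8 and Itgb8 fell and Itga2b, the platelet integrin subunit, rose (log2 fold change 1.32, SE 0.35) when adjusted over the list alone. As a set the integrins fell (median log2 fold change -0.17, limma camera adjusted p = 0.0359, and adjusted p = 0.650 with an estimated correlation), with an adjusted p of 0.0518, 0.185, 0.165 and 0.321 without control 2, control 3, metformin 1 and metformin 2. They fell in 12 of 24 alternatives (adjusted p from 0.000482 to 0.962), but not with the epithelial marker covariate (0.0972) or the adipocyte marker covariate (0.962). Laminins (limma camera adjusted p = 0.226, median log2 fold change -0.09) and collagens (limma camera adjusted p = 0.229, median log2 fold change -0.10) did not pass as sets in edgeR. The collagens were lower in 5 of 24 alternatives (adjusted p from 0.00310 to 0.926), with an adjusted p of 0.0299 in DESeq2 on the same genes and 0.0328 without control 1, and the lowest value came from control 3 as the only control, where the metformin mice alone give the spread. The laminins were lower in 2 of 24 alternatives (adjusted p from 0.0328 to 0.972), with 0.0357 in DESeq2 on all genes with a count. Of 28 collagens, 3 fell when adjusted over the list alone, Col9a1, Col11a1, a fibrillar collagen, at 6.71 ± 2.99 CPM in control and 1.90 ± 0.254 CPM in metformin-treated mice (log2 fold change -1.82, SE 0.38), and Col8a1, a network-forming collagen (log2 fold change -1.43, SE 0.31), while 6 fell in DESeq2, and 4 fell and 3 rose in limma-voom. Of 11 laminins, 0 passed in edgeR or limma-voom and 3 fell in DESeq2 when adjusted over the list alone, and Lamb3, Lama1 and Lama3 were at an unadjusted p under 0.05 in edgeR. Sv2c was not past the thresholds without control 2, metformin 1 or metformin 3 (log2 fold change -1.74, -2.04 and -2.04, in that order), Itgb8 was not past the thresholds without control 2, metformin 2 or metformin 3 (log2 fold change -1.06, -1.20 and -1.53, in that order), Itga2b was not past the thresholds without control 1, control 2, control 3, metformin 1 or metformin 3 (log2 fold change 1.38, 1.23, 1.35, 0.99 and 1.32, in that order), Col8a1 was not past the thresholds without metformin 3 (log2 fold change -1.34), and Tnc, Itgbl1 and Col11a1 stayed past them without any 1 mouse.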

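Rb1, the retinoblastoma tumor suppressor, was at 103 ± 19.4 CPM in control and 61.9 ± 4.51 CPM in metformin-treated mice (log2 fold change -0.74, SE 0.18), and Lamb3, a chain of laminin-332, at 48.7 ± 31.2 CPM in control and 13.8 ± 4.03 CPM in metformin-treated mice (log2 fold change -1.82, SE 0.55, edgeR adjusted p = 0.551). Erbb3, a receptor of neuregulins, was at 53.2 ± 21.5 CPM in control and 23.7 ± 2.96 CPM in metformin-treated mice (log2 fold change -1.17, SE 0.28), Bmf, a pro-apoptotic BCL2 family member, at 57.7 ± 31.5 CPM in control and 19.3 ± 3.87 CPM in metformin-treated mice (log2 fold change -1.58, SE 0.41), and Mmp16, a membrane-bound matrix metalloproteinase, had a log2 fold change of -1.74 (SE 0.43). Of the 11 genes that Table 2 lists under small cell lung cancer, 6 were lower and 5 were higher, 3 and 4 of them past the thresholds, the 4 being Gadd45g, Cdkn1a, Cdkn2b and Itga2b. Of the 10 genes it lists under microRNAs in cancer, 9 were lower and 1, Cdkn1a, was higher, 5 and 1 of them past the thresholds. Both lists were drawn from the same samples and are not independent evidence, and control 3 lay within the range of the metformin-treated mice in 1 of the 11 and 3 of the 10 genes. Rb1 was not past the thresholds without control 2, metformin 2 or metformin 3 (log2 fold change -0.57, -0.71 and -0.70, in that order), Erbb3 was not past the thresholds without metformin 2 or metformin 3 (log2 fold change -1.09 and -1.15, in that order), Bmf was not past the thresholds without control 1, control 2, metformin 1, metformin 2 or metformin 3 (log2 fold change -1.57, -1.13, -1.57, -1.46 and -1.75, in that order), and Mmp16 was not past the thresholds without control 1, control 2, metformin 1 or metformin 2 (log2 fold change -1.80, -1.38, -1.81 and -1.56, in that order). Rb1 shares 896 exonic bases with antisense genes.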

Pathways implicated in cancer, such as small cell lung cancer and microRNAs in cancer, exhibited considerable enrichment. 

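Tgfbr1, the type I receptor of TGF-beta, was lower (log2 fold change -0.58, SE 0.14), and Tgfb2, one of its ligands, was at 18.3 ± 8.99 CPM in control and 6.68 ± 2.47 CPM in metformin-treated mice (log2 fold change -1.46, SE 0.46). Id1, an inhibitor of basic helix-loop-helix factors, was at 39.1 ± 9.96 CPM in control and 68.6 ± 11.1 CPM in metformin-treated mice (log2 fold change 0.81, SE 0.23), while its paralog Id2 was at 79.1 ± 37.3 CPM in control and 36.4 ± 3.43 CPM in metformin-treated mice (log2 fold change -1.12, SE 0.36). Tgfb2 and Id2 were past the thresholds only without control 3. With control 3 as the only control the log2 fold change was -0.0069 for Id2, -0.28 for Tgfb2, -0.52 for Tgfbr1 and 1.30 for Id1. Of 26 genes of the TGF-beta pathway, 14 were lower and 12 were higher (median log2 fold change -0.01, limma camera adjusted p = 0.439), and adjusted over the list alone 0 passed in edgeR, with 8 at an unadjusted p under 0.05, while 3 rose and 4 fell in DESeq2 and 2 rose and 4 fell in limma-voom. Of the 7 genes that Table 2 lists for TGF-beta signaling, 4 were lower and 3 were higher, and 2, Id1 and Cdkn2b, were past the thresholds. Of 25 genes listed for PI3K-Akt signaling, 20 were lower and 5 were higher, 13 and 3 of them past the thresholds, and 4 of the 25 are NewGene features. Of 17 genes listed for focal adhesion, 14 were lower and 3 were higher, 8 and 2 of them past the thresholds. Of 12 genes listed for tight junctions, 10 were lower and 2 were higher, 8 and 1 of them past the thresholds, and one of the lower genes is Rai14, an actin-binding protein, at 24.8 ± 1.29 CPM in control and 16.4 ± 0.186 CPM in metformin-treated mice (log2 fold change -0.60, SE 0.14). These genes were chosen by the study on the same samples, and control 3 lay within the range of the metformin-treated mice in 3 of the 7, 4 of the 25, 1 of the 17 and 0 of the 12 genes. Id1 was not past the thresholds without control 2, control 3, metformin 1 or metformin 2 (log2 fold change 0.87, 0.62, 0.68 and 0.79, in that order), and Rai14 was not past the thresholds without control 2, metformin 1, metformin 2 or metformin 3 (log2 fold change -0.56, -0.62, -0.61 and -0.60, in that order).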

Pathways involved in membrane receptor signaling, including the PI3K/Akt signaling pathway, TGF-β signaling pathway, focal adhesion, and tight junction pathways, were also notably regulated. Moreover, pathways relevant to metabolism, such as mineral absorption and cardiomyopathy-related genes were also among top regulated pathways. 

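Vdr, the vitamin D receptor, was at 27.1 ± 17.1 CPM in control and 7.35 ± 1.72 CPM in metformin-treated mice (log2 fold change -1.88, SE 0.51), and Slc5a1, a sodium-coupled glucose transporter, at 13.1 ± 9.60 CPM in control and 3.16 ± 0.558 CPM in metformin-treated mice (log2 fold change -2.05, SE 0.60). Slc34a2, a sodium-phosphate cotransporter of the secretory epithelium, had a log2 fold change of -3.70 (SE 0.90), Trf, the iron carrier transferrin, one of -1.61 (SE 0.51), and Slc40a1, the iron exporter ferroportin, one of -1.41 (SE 0.41). Mt2, a metal-binding metallothionein, was higher, at 13.1 ± 2.17 CPM in control and 25.1 ± 4.57 CPM in metformin-treated mice (log2 fold change 0.93, SE 0.20), and its value and that of Trf are uncertain because 432 of 588 and 2108 of 3320 exonic bases are shared with another gene. Of the 8 genes that Table 2 lists for mineral absorption, 6 were lower and 2 were higher, 3 and 1 of them past the thresholds, and in 4 of the 8 control 3 lay within the range of the metformin-treated mice. Dsg2, a desmosomal cadherin, was at 26.9 ± 8.05 CPM in control and 12.0 ± 2.06 CPM in metformin-treated mice (log2 fold change -1.17, SE 0.25). Of the genes listed for dilated, hypertrophic and arrhythmogenic right ventricular cardiomyopathy, 11 of 13, 7 of 8 and 6 of 7 were lower, and 6, 4 and 5 of them were lower past the thresholds. The study chose these lists on the same samples, so they are not independent evidence. Vdr was not past the thresholds without control 1, control 2, metformin 1, metformin 2 or metformin 3 (log2 fold change -1.84, -1.36, -1.99, -1.70 and -1.99, in that order), Slc5a1 was not past the thresholds without control 1, control 2, metformin 1, metformin 2 or metformin 3 (log2 fold change -2.04, -1.39, -2.05, -1.94 and -2.19, in that order), Slc34a2 was not past the thresholds without control 1, control 2, metformin 1, metformin 2 or metformin 3 (log2 fold change -3.27, -3.40, -3.55, -3.52 and -4.11, in that order), and Mt2 was not past the thresholds without metformin 1 (log2 fold change 0.74), while Dsg2 stayed past them without any 1 mouse.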

The specific genes involved in the top 20 KEGG pathways that were differentially regulated by metformin are summarized in Table 2. Results from these analyses suggest a potential influence of metformin treatment on critical pathways involved in oncogenic processes, metabolism, and fundamental cell signaling. To explore the potential connections among the top 20 KEGG pathways identified from enrichment analysis, we constructed the interaction network and visualization map using Cytoscape. 

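Integrin, laminin and collagen genes recur across the pathways of Table 2. Of the 16 genes listed for ECM-receptor interaction, 14 are also among the 17 genes listed for focal adhesion and 14 among the 25 listed for PI3K-Akt signaling, among them Itga8, Itgb8, Tnc, Spp1 and Col9a1. The same 16 genes share 6 with small cell lung cancer, 6 with dilated cardiomyopathy and 0 with tight junction, TGF-beta signaling and mineral absorption. The 20 pathways together hold 84 different genes, of which 62 were lower and 22 were higher in metformin-treated mice, 36 and 15 of them past the thresholds. The study chose these genes on the same samples, so they are not independent evidence.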

As shown in Figure 7B, the major pathways in the network that interact with other pathways are the ECM-receptor interaction pathway, the PI3K-Akt signaling pathway, and the focal adhesion pathway. Integrating these pathways will enhance our understanding of the underlying mechanisms and provide guidance for further functional analysis. It is important to note that the data in Figure 7 focuses on the top 20 KEGG pathways. The data from the RNA-Seq project encompassed more complex and rich datasets. In addition to the aforementioned analysis, we also performed KEGG pathway enrichment analysis based on the total list of DEGs, which included both upregulated and downregulated genes, as well as upregulated and downregulated DEG lists respectively (see Supplementary Figure S3). This extended analysis provides additional insights for further studies.

**FIGURE 7:**
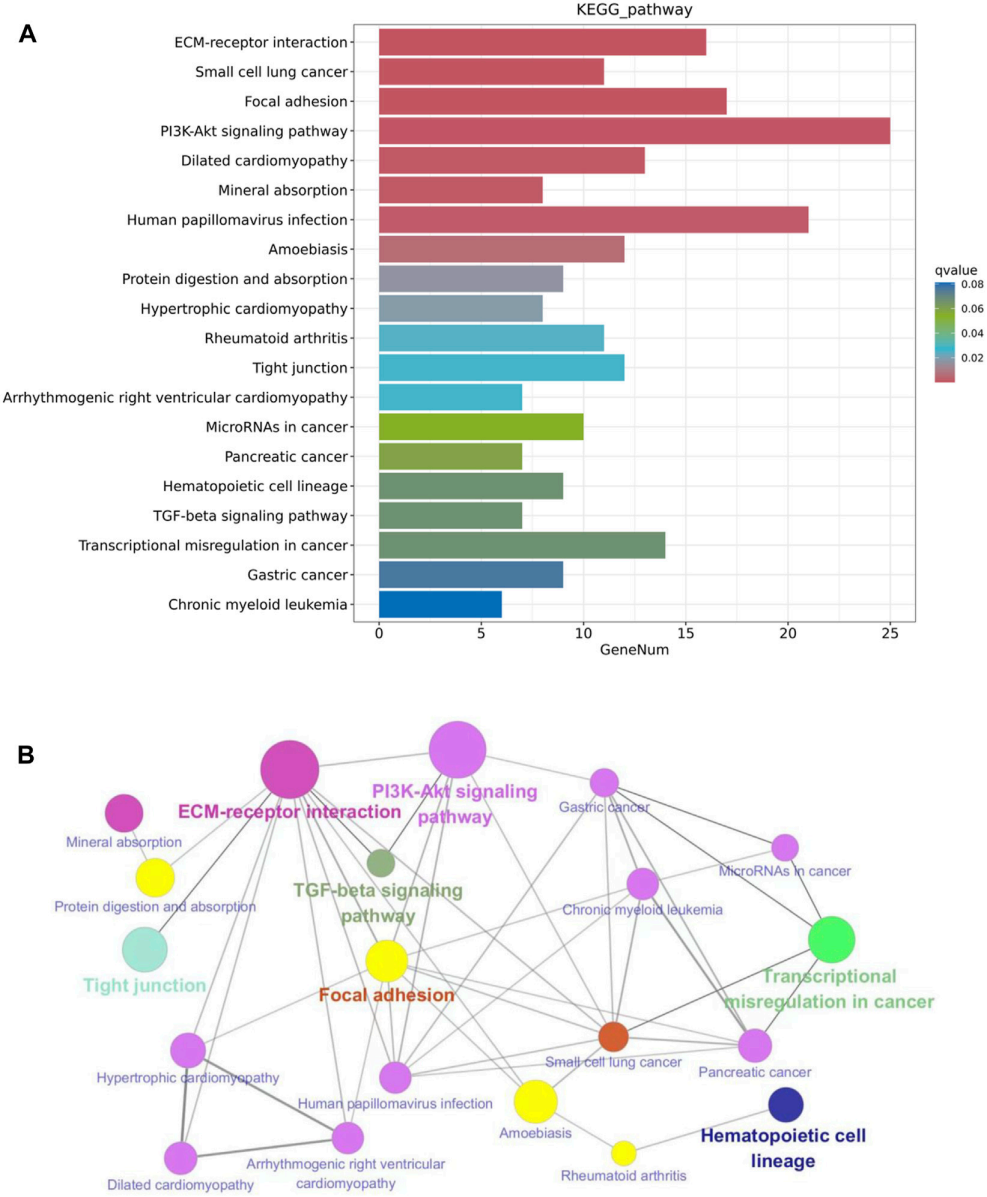
KEGG pathway enrichment analysis of metformin-induced DEGs in mammary tissues of FVB/N mice. **(A)** The top 20 KEGG pathways of the DEGs based on q value (on the right) are presented. *X*-axis displays a number of differentially expressed genes (GeneNum); The *y*-axis indicates specified pathways. Specific genes of individual pathways corresponding to each bar are listed in Table 2. **(B)** Graphical visualization of the network of key KEGG pathways induced by metformin treatment, with node sizes proportional to their corresponding Z-scores.

**TABLE 2:** Enriched DEGs in KEGG pathways.

KEGG ID	KEGG pathways	Enriched DEGs	Gene Counts
ko04512	ECM-receptor interaction	*LAMA3; ITGB8; COL9A1; LAMB3; ITGA8; ITGA6; TNC; SPP1; COL4A5; LAMA1; ITGBL1; ITGA2B; FREM2; COL6A6; SV2C; COL6A5*	16
ko05222	Small cell lung cancer	*RXRG; GADD45G; RB1; CDKN1A; LAMA3; LAMB3; ITGA6; COL4A5; LAMA1; ITGA2B; CDKN2B*	11
ko04510	Focal adhesion	*LAMA3; VEGFB; ITGB8; COL9A1; RALGPS2; LAMB3; ITGA8; ITGA6; TNC; SPP1; COL4A5; LAMA1; ITGBL1; ITGA2B; NRN1; COL6A6; COL6A5*	17
ko04151	PI3K-Akt signaling pathway	*NGFR; ERBB3; HSP90AA1; CDKN1A; LAMA3; VEGFB; ITGB8; COL9A1; LAMB3; ITGA8; ITGA6; TNC; SPP1; COL4A5; LAMA1; ITGBL1; ITGA2B; TLR4; COL6A6; IL3RA; COL6A5; NEWGENE_4742; NEWGENE_4750; NEWGENE_4757; NEWGENE_5304*	25
ko05414	Dilated cardiomyopathy	*TGFB3; ITGB8; ITGA8; ITGA6; LAMA1; ITGBL1; ITGA2B; ADRB1; TGFB2; NEWGENE_4742; NEWGENE_4750; NEWGENE_4757; NEWGENE_5304*	13
ko04978	Mineral absorption	*SLC5A1; VDR; CLCN2; SLC40A1; SLC34A2; MT2; TRF; ATP1A1*	8
ko05165	Human papillomavirus infection	*ATP6V1B1; MFNG; RB1; CDKN1A; LAMA3; ITGB8; COL9A1; LAMB3; ITGA8; ITGA6; ATP6V0D2; TNC; SPP1; LFNG; COL4A5; LAMA1; ITGBL1; ITGA2B; COL6A6; PATJ; COL6A5*	21
ko05146	Amoebiasis	*TGFB3; LAMA3; LAMB3; CD1D1; COL4A5; LAMA1; TLR4; TGFB2; NEWGENE_4742; NEWGENE_4750; NEWGENE_4757; NEWGENE_5304*	12
ko04974	Protein digestion and absorption	*KCNK5; COL9A1; COL11A1; COL4A5; ATP1A1; COL6A6; KCNN4; COL8A1; COL6A5*	9
ko05410	Hypertrophic cardiomyopathy	*TGFB3; ITGB8; ITGA8; ITGA6; LAMA1; ITGBL1; ITGA2B; TGFB2*	8
ko05323	Rheumatoid arthritis	*ATP6V1B1; TGFB3; TNFRSF11A; ATP6V0D2; TLR4; TGFB2; GM49392; NEWGENE_4742; NEWGENE_4750; NEWGENE_4757; NEWGENE_5304*	11
ko04530	Tight junction	*IGSF5; MARVELD3; CLDN15; MYH11; OCLN; RAI14; CLDN1; CD1D1; EPB41L4B; CLDN8; PATJ; CGN*	12
ko05412	Arrhythmogenic right ventricular cardiomyopathy	*ITGB8; ITGA8; ITGA6; LAMA1; ITGBL1; ITGA2B; DSG2*	7
ko05206	MicroRNAs in cancer	*ERBB3; CDKN1A; SLC45A3; MMP16; TNC; ST14; IRS2; TGFB2; BMF; SERPINB5*	10
ko05212	Pancreatic cancer	*TGFBR1; TGFB3; GADD45G; RB1; CDKN1A; ARHGEF6; TGFB2*	7
ko04640	Hematopoietic cell lineage	*ITGA6; CD1D1; ITGA2B; CD24A; IL3RA; NEWGENE_4742; NEWGENE_4750; NEWGENE_4757; NEWGENE_5304*	9
ko04350	TGF-beta signaling pathway	*CHRD; TGFBR1; ID2; TGFB3; TGFB2; ID1; CDKN2B*	7
ko05202	Transcriptional misregulation in cancer	*NGFR; RXRG; ID2; GADD45G; CDKN1A; SLC45A3; SPINT1; CEBPA; LMO1; NUPR1L; NEWGENE_4742; NEWGENE_4750; NEWGENE_4757; NEWGENE_5304*	14
ko05226	Gastric cancer	*CDH1; TGFBR1; RXRG; TGFB3; GADD45G; RB1; CDKN1A; TGFB2; CDKN2B*	9
ko05220	Chronic myeloid leukemia	*TGFBR1; TGFB3; GADD45G; RB1; CDKN1A; TGFB2*	6

## Discussion

The findings of this study significantly contribute to our understanding of metformin-induced cellular responses in normal mammary tissues and their potential for breast cancer prevention. Using a non-tumor FVB/N mouse model, we identified alterations in mammary gland development, MEC repopulation, and signal transduction that align with the proposed antineoplastic mechanisms of metformin. These results not only support the hypothesis that metformin can modulate early cellular events predisposing to cancer cells but also underscore the importance of utilizing non-tumor models for mechanistic insights.

Our study shifted the conventional focus from treating established tumors to the critical window of cancer prevention. We aimed to demonstrate that metformin modulates specific intrinsic regulatory networks in premalignant tissues, reducing their susceptibility to genetic mutations and environmental carcinogens, thereby supporting the role of metformin in breast cancer prevention. The observed phenotypic changes, including reduced proliferation in normal mammary tissues, as evidenced by wholemount and Ki67 analyses (Figure 1), suggested that metformin exerts inhibitory effects that may prevent the unchecked cellular expansion characteristic of early cancer stages. The attenuation of epithelial cell proliferation by metformin may serve as a barrier to unchecked cellular expansion often observed during the early stages of cancer development (Pedraza-Fariña, 2006). These findings align with epidemiological data showing a lower cancer incidence in patients with diabetes treated with metformin (Col et al., 2012), highlighting its potential for chemoprevention.

In this study, metformin was administered at a dose of 200 mg/kg/day. Dose selection was based on previous studies on metformin-associated anti-cancer activities using various mouse models, which used metformin doses ranging from 100 to 250 mg/kg/day (Wu et al., 2012; Chen et al., 2017; Howell et al., 2017). Although this dose falls within the high-dose range for most models, it has been suggested that the effect of the standard dose of metformin used in humans for the treatment of type-2 diabetes (∼20 mg/kg) is equivalent to that of the ∼250 mg/kg dose used in mice, despite the considerably higher absolute dose in mice compared to humans (Howell et al., 2017; Meng et al., 2020). Therefore, the selected dose in our study was clinically relevant. The dose-response effect of metformin-induced mammary reprogramming should be examined in future studies to achieve maximal benefits at lower metformin doses.

Our results demonstrate that metformin significantly reduced the basal cell subpopulation and concurrently decreased both the MRU and CD61+/CD49f+ cell subpopulations (Figure 2). These findings suggest that metformin interacts with the intrinsic pathways to reprogram the hierarchy of MECs. Given that basal MECs are enriched with MaSCs, and the CD61+/CD49f+ subpopulation is enriched with progenitor cells (Shackleton et al., 2006), these alterations indicate that metformin inhibits the stemness of MECs/MaSCs. This conclusion is further supported by our stemness analysis data, including mammosphere, CFC, and 3D culture assays (Figure 3). Our findings underscore the effect of metformin on slowing MaSC self-renewal dynamics, potentially acting as a barrier to oncogenic factor-induced tumor initiation. Notably, our findings align with a study showing that metformin reduces the HR+ luminal subpopulation and their progenitors in normal C57BL/6 mice (Shehata et al., 2019). Although both studies suggest that metformin reprograms MECs, they differ in the targeted subpopulation (basal vs. luminal). The discrepancy in metformin-targeted subpopulations between the two systems, whether due to different mouse strains or different examination approaches, warrants further investigation. Future studies comparing both models under identical settings could address this issue. In the context of our previous study (Zhu et al., 2014), results from both MMTV-erbB2 transgenic mice and the parental non-tumor FVB/N strain suggested that the basal subpopulation is the primary cellular target of metformin in premalignant tissues, indicating that metformin-induced MEC reprogramming is not limited to tissues with oncogene overexpression. Data from these models suggest that the inhibition of proliferation and morphogenesis by metformin is linked to a reduction in MEC/MaSC stemness and the induction of MEC reprogramming. Given the critical role of MaSC regulation in modulating breast cancer risk, the effects of metformin-induced MEC reprogramming should be further explored. Moreover, as an increasing number of reports suggest that basal-like breast cancer (BLBC) may originate from the dysregulation of basal mammary epithelial cells prior to malignant transformation (Valentin et al., 2012), our finding that metformin selectively targets the basal subpopulation suggests that metformin may be useful in the prevention and treatment of BLBC in clinical settings. Although we observed that metformin-induced mammary epithelial cell reprogramming was mainly in the basal subpopulation in our model, it does not exclude the changes of other subpopulations, as suggested by other reports (Shehata et al., 2019). Furthermore, given the potential association of aberrant basal subpopulations and the development of BLBC (Gastaldi et al., 2013), targeting basal subpopulations could be a useful strategy for breast cancer prevention and therapy beyond metformin treatment. These questions warrant further investigation in future studies.

Our results in mechanistic studies demonstrated that metformin treatment induced significant downregulation of signaling in the AMPK/mTOR/S6K, the IRS1/Akt/Erk-ER crosstalk and Wnt/β-catenin activities in mammary tissues (Figure 4). These changes provided fundamental support for the magnetic connections between drug treatment and the altered phenotypes. Significant inhibition of S6 phosphorylation/activation underscores the regulation of mTORC1 in metformin-induced inhibition of mammary stemness and suggests potential significance of targeting mTORC1 in breast cancer prevention. Indeed, our recent data showed that rapamycin treatment significantly inhibited syngeneic tumor growth and mammary stem cells in MMTV-erbB2 transgenic mice (unpublished data). These findings support further investigation on mTORC1 targeting in breast cancer prevention. Moreover, metformin-induced AMPK activation highlights its regulation on cellular metabolism in this process. AMPK can be activated by inhibition of the respiratory complex I in mitochondria (Herzig and Shaw, 2018). Interestingly, recent reports have shown that metformin reduces the rate of oxidative respiration in mammary epithelial cells (Shehata et al., 2019). In light of this, the observed reprogramming of MEC subpopulations and stemness in this study appears to be connected to metformin’s inhibition of mitochondrial respiration and its associated metabolic regulation. Future studies will delve deeper into this connection by analyzing mitochondrial function and metabolism within specific subpopulations.

Since the Akt/Erk-ER crosstalk and Wnt/β-catenin-mediated regulation play critical roles in mammary development and carcinogenesis. (Li et al., 2022), our evidence demonstrates that metformin-induced inhibition of IRS1, PI3K/Akt, MAPK/Erk, Wnt/β-catenin pathways, and ER signaling (Figure 4) bridges the gap between metformin-induced modulation of the AMPK/mTOR pathway and the regulation of MEC proliferation and reprogramming. Specifically, the PI3K/Akt pathway regulates proliferation, differentiation, and apoptosis of mammary epithelial cells. Mutations in components of this pathway are found in around 70% of breast cancers, which are also attractive therapeutic targets (Wickenden and Watson, 2010). MAPK/Erk is a critical regulator that mediates the signaling between RTKs and amplified cellular activities that are involved in mammary gland development and breast cancer progression (Whyte et al., 2009). In particular, phosphorylation/activation of ERα by Akt and/or Erk is essential for the RTK-ER crosstalk (Shou et al., 2004). Moreover, the Wnt/β-catenin pathway plays an instrumental role in regulating MaSCs and mammary development (Yu et al., 2016). Aberrant signaling in this pathway contributes to tumor initiation and development through cancer stem cell promotion (Reya and Clevers, 2005). Changes in these pathways in metformin-treated mammary tissues of the FVB/N model shed light on the intricate interplay between metformin and signaling pathways in mammary tissues that leads to MEC reprogramming. We previously reported that metformin induces similar effects on these pathways in the MMTV-erbB2 transgenic mouse model (Zhao et al., 2020). However, because these transgenic mice have overexpression of erbB-2 and elevated RTK-ER signaling activities, the effect of metformin on these pathways at background levels was not clear. The data in this report underscore the interaction between metformin and these pathways in the intrinsic signaling networks and their association with phenotypic changes. These findings suggest that the metformin-mediated inhibition of MEC proliferation in premalignant tissues is not limited to individuals predisposed to RTK superactivation. Notably, our cell signaling results provide initial evidence for the involvement of the key pathways discussed above, suggesting a proof of concept. Further studies are required to elucidate the detailed molecular mechanisms underlying this process. In particular, our observation that metformin induces simultaneous inhibition of MaSCs and Wnt signaling suggests that the downregulation of the Wnt/β-catenin pathway and its interaction with the RTK and ER pathways could play a crucial role in this context. Future identification of immediate targets within the Wnt pathway and employing innovative approaches such as transcriptome analysis will yield deeper insights into the mechanisms by which metformin induces the reprogramming of mammary gland stemness in MEC subpopulations.

Our transcriptomic analysis revealed significant changes in the gene expression profiles of mammary tissues treated with metformin compared to controls. We observed a majority of differentially expressed genes (DEGs) were downregulated (328 genes vs. 105 upregulated), indicating a general inhibitory effect of metformin on gene expression that might impact MEC proliferation and stemness. This aligns with our goal to understand how metformin prevents mammary gland development. The data generated from this experiment, including gene expression profiles and candidate pathways, has provided substantial insights. Gene clustering and heatmap analysis have highlighted these inhibitory gene expression profiles, potentially explaining the reduced proliferation rate of MECs. Additionally, volcano plot analysis, which considers both fold changes and statistical significances, offered a list of top hits for further testing of individual genes that contribute to altered phenotypes. Pathway enrichment analysis has been particularly revealing, identifying several pathways pertinent to metformin-induced reprogramming of mammary cells. Key pathways among these are the PI3K/Akt and TGF-β pathways, crucial for mammary gland development and carcinogenesis (Maharati and Moghbeli, 2023), which were consistently noted in our signal transduction results. Emerging pathways like ECM-receptor interaction and focal adhesion, crucial for regulating tissue plasticity and stemness, are highlighted as novel areas that might play a significant role in the reprogramming process. Furthermore, functional enrichment and GO analyses pinpointed the modulation of cellular communication and signaling, with enriched categories related to cell surface and extracellular components. Immune-related terms, such as immunoglobulin production and immune response, suggest potential immunomodulatory effects of metformin. KEGG pathway analysis indicated significant enrichment in cancer-related pathways, including small cell lung cancer and microRNAs in cancer, suggesting that metformin might interfere with key oncogenic pathways. Overall, our RNA-Seq analysis provides compelling evidence that metformin induces distinctive transcriptomic changes in mammary tissues, targeting pathways relevant to its preventive effects against mammary gland development. The identified genes and pathways warrant further investigation to elucidate the precise mechanisms of metformin-mediated prevention.

Furthermore, the variability in response to metformin treatment observed among individuals highlights the need for personalized approaches to breast cancer prevention. As we move towards precision medicine, understanding the genetic, metabolic, and environmental factors that influence metformin’s efficacy will be crucial for the development of tailored preventive strategies. Moreover, the application of novel technologies, such as single-cell sequencing and digital spatial profiling, may provide in-depth insight into metformin-induced differential regulation of MEC subpopulations and mammary stemness.

In conclusion, our results demonstrate that metformin induces the inhibition of MEC proliferation and morphogenesis, with basal and MRU subpopulations identified as major cellular targets of metformin in normal mammary tissues. These phenotypic changes are associated with the downregulation of signaling in the RTK and ER pathways, resulting from the interaction of metformin with intrinsic pathways. Our study underscores the utility of non-tumor models for determining the effects of metformin on MEC repopulation and stemness in premalignant mammary tissues and provides a framework for future research on the preventive applications of metformin in breast cancer.

## Data Availability

The datasets generated for this study are available in the Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (NCBI) under accession number GSE269308.

# Supplementary material for: Metformin reduces basal subpopulation and attenuates mammary epithelial cell stemness in FVB/N mice
**Source:** Front Cell Dev Biol. 2024 Jul 11;12:1427395. doi: 10.3389/fcell.2024.1427395
**Supplement:** Supplementary file 2

Supplementary Material

**Supplementary Figure 1.** **Densitometry analysis of protein levels of markers in the AMPK, RTK, ER, and β-Catenin pathways in mammary tissues of control and metformin-treated FVB/N mice.** Based on the Western blot data in Fig. 4, signals of individual markers in the control and metformin-treated groups were scanned. The relative signals of indicated markers were quantified with ImageJ software, which were normalized with the signals of loading control. For the phosphorylated proteins, the relative activation/phosphorylation of each marker was further normalized with corresponding total protein signals. (* p < 0.05, ** p < 0.01, NS = no significance)

**Supplementary Figure 2. Protein levels of total and phosphorylated mTOR and S6 in mammary and liver tissues of FVB/N mice.** Protein lysates of mammary and liver tissues were extracted from 10-week-old female FVB/N mice followed by Western blot analysis.

**Supplemental Fig. 3C**

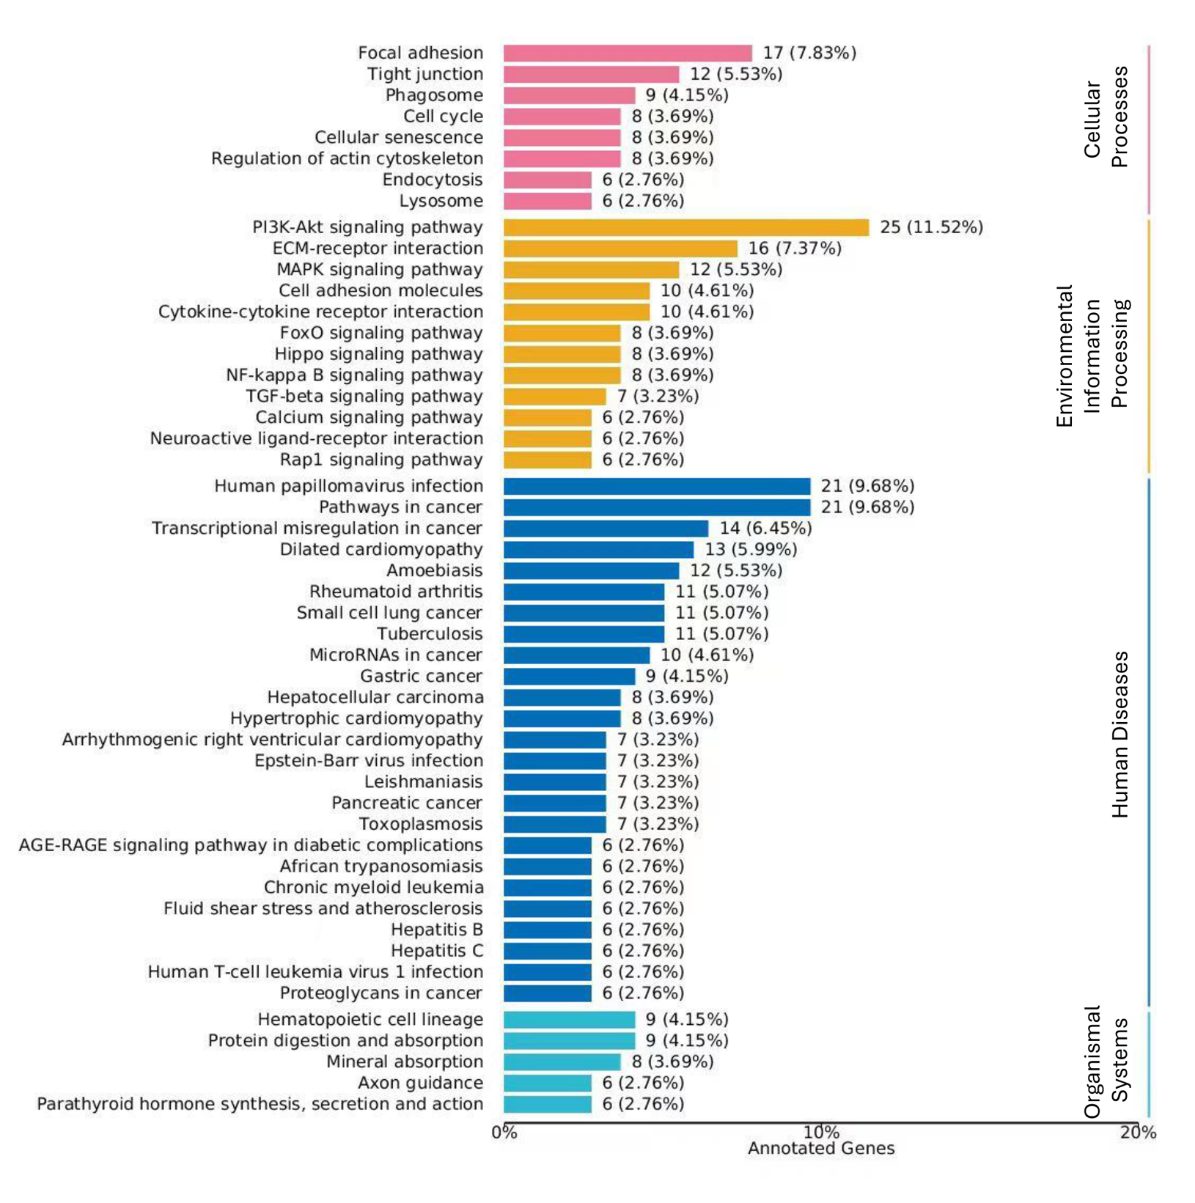

**Supplementary Figure 3. KEGG pathway enrichment analysis of DEGs in three different ways.** In contrast to Fig. 7, which presents the top 20 pathways based on both upregulated and downregulated differentially expressed genes (DEGs), the KEGG pathway analysis in this figure was performed separately based on downregulated DEGs (Fig. 3A), upregulated DEGs (Fig. 3B) and total DEGs (Fig. 3C).

How the deposited data were processed for this re-analysis (not part of the article)

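Whole mammary glands of 3 control and 3 metformin-treated FVB/N mice were compared, 1 library per mouse, with the group of each library taken from its label. Adapter and low-quality reads were removed and paired-end reads were mapped to GRCm38 by the service provider of the authors, and the processing notes name HISAT2 and StringTie without versions. The deposited counts are whole numbers per gene made by the authors from these mapped reads without normalization between samples, and the counting tool, annotation release and strandedness are not given in the sources used here. The deposited FPKM values were computed by the authors from the same libraries and were used only as an alternative. Features named NewGene were assembled by the authors beyond the annotation and have no position in the files used here. The median depth was 38080033 counts in the control and 44378910 in the metformin group.

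Counts were analysed in R 4.3.3 with edgeR 4.0.16, with the filterByExpr filter, TMM normalization and the quasi-likelihood F test, and p-values were adjusted by Benjamini-Hochberg over 15925 features. A symbol carried by several features, which holds for 19 symbols, was taken from the feature with the highest mean count. Gene positions and shared exonic bases came from GENCODE vM21, in which 99.94% of the Ensembl identifiers were found. Gene lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2, at a preset correlation of 0.01, and adjusted over 34 lists with 511 members, 11 of which, all immunoglobulin or T cell receptor constant regions, had no feature under their identifier. The 34 lists cover milk proteins, general epithelial, luminal hormone-sensing, luminal progenitor, basal and stem cell markers, proliferation, adipocyte and brown fat genes, lipogenesis, cholesterol synthesis, B, plasma, T and NK cells, macrophages, endothelium, fibroblasts, skeletal muscle, Schwann and red blood cells, 2 phases of the clock, heat shock, complex I, the integrated stress response, p53 targets, CDK inhibitors, Wnt targets, TGF-beta, integrins, laminins, collagens, tight junctions and the mRNAs of proteins measured by Western blot. The adjusted p of a gene over its list alone was computed from the same edgeR p-values.

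The genes named are those that the paper names in its RNA-seq text, Table 1 or the labels of Figure 5C, up to 12 genes in each direction that separate the groups at a mean of at least 1 CPM, taken in order of p among those past the thresholds because none passed at an adjusted p under 0.05, the up to 4 members of each list with the smallest p, and up to 6 members of each Table 2 pathway the paper discusses. The tables of the paper had been read when this rule and the gene lists were written. The direction of their genes was therefore known, and some list members were known from them.

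Alternatives were DESeq2 1.42.0 on the same genes and on all genes with a count, limma-voom with quality weights, RLE and upper quartile normalization, no filter for low counts, a minimum of 10 counts in every sample, no NewGene features, the replicate number as a block, the mean of the epithelial or adipocyte markers as a covariate, log2 FPKM with a pseudocount of 1 or 0.1 and without a filter, each mouse left out in turn, and, for lists, an estimated correlation and fry. DESeq2 at a minimum of 10 counts and a fit with control 3 as the only control were added after the values were seen, and in that fit the spread comes from the metformin mice alone and the lone control is assumed to vary like them. The pipeline was tested on simulated data of the same depth with 100 genes changed at each fold: at the thresholds edgeR recovered 67% of 2-fold and 91% of 4-fold changes and called 149 of 15467 unchanged genes, and at an adjusted p under 0.05 it recovered 15% and 72% and called 6. DESeq2 recovered 72% and 95% and called 254 at the thresholds, and 43% and 90% with 59 at an adjusted p under 0.05, and limma-voom 65% and 92% with 147, and 11% and 67% with 6. The simulation was run once and took its dispersions from edgeR. GO and KEGG enrichment, flow cytometry, Western blot and wholemount data were not analysed here.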

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

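The tests of control 3, of the milk and plasma cell genes and of the clock phases were chosen after the results were seen, as were the bounds set for control 3, and only the clock test with the adipocyte covariate and the counts over other splits of the samples were chosen before.

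In 5 lists whose expression the paper does not report as sets, levels rose, although its Discussion names complex I and its Table 1 lists Dbp. All 20 adipocyte markers were higher (median log2 fold change 0.42, limma camera adjusted p = 4.68e-07, and adjusted p = 0.650 with an estimated correlation), with an adjusted p of 0.149 with control 3 as the only control (with the spread from the metformin mice alone), and rose in 20 of 24 alternatives (adjusted p from 6.76e-10 to 0.962), the highest with the covariate made of these markers. All 36 complex I subunits were higher (median 0.50, limma camera adjusted p = 1.37e-06, and adjusted p = 0.650 with an estimated correlation), but the list did not pass in limma-voom (adjusted p = 0.0607), passed in 21 of 24 alternatives (adjusted p from 4.59e-15 to 0.650), and its mean in control 1, 7.34 log2 CPM, lay above metformin 1 and metformin 3, at 6.87 and 6.95. Adjusted over the list alone 0 passed in edgeR, DESeq2 or limma-voom, with 0 at an unadjusted p under 0.05 in edgeR. All 6 red blood cell genes were higher (median 0.94, limma camera adjusted p = 4.76e-05, and adjusted p = 0.650 with an estimated correlation) and rose in 22 of 24 alternatives (adjusted p from 4.54e-08 to 0.650), and adjusted over the list alone 0 passed in edgeR, 6 in DESeq2 and 1 in limma-voom, with 4 at an unadjusted p under 0.05 in edgeR. All 10 clock genes that peak opposite to Bmal1 were higher (median 0.35, limma camera adjusted p = 0.00227, and adjusted p = 0.650 with an estimated correlation) and rose in 19 of 24 alternatives (adjusted p from 5.78e-05 to 0.650), but not with the epithelial marker covariate (0.0972) or the adipocyte marker covariate (0.316). Of the skeletal muscle markers 11 of 12 were higher (median 0.29, limma camera adjusted p = 0.0493, and adjusted p = 0.699 with an estimated correlation). The skeletal muscle set had an adjusted p of 0.0786, 0.145, 0.107, 0.926 and 0.0789 without control 1, control 2, control 3, metformin 2 and metformin 3, and rose in 11 of 24 alternatives (adjusted p from 1.26e-05 to 0.985), but not with the epithelial marker covariate (0.662) or the adipocyte marker covariate (0.985).

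The milk genes were lower in metformin-treated mice while control 3 lay among them. Their median log2 fold change was 2.97 lower than that of the general epithelial markers (difference -2.97, 95% bootstrap interval over genes -4.3 to -1.75, as for the other differences of medians). Csn1s1, Csn1s2a, Csn2, Csn3, Lalba, Cel, Folr1 and Slc34a2 of the milk list are in Table 1, which was drawn from these samples and read before the list was written. The interval resamples genes and not mice. The difference therefore cannot decide whether a smaller epithelial share of the glands is the whole cause. A metformin-treated mouse in place of control 3 stays open, since the lowest share of genes with control 3 nearer to the other controls, 17.7%, was below the highest share for a left-out metformin sample, 28.2% (difference -10.5 percentage points). Both shares came with metformin 2 left out. The share of control 3 was the higher one with metformin 1 left out, 18.9% against 8.89%, and with metformin 3 left out, 24.75% against 23.2%. A wrong label also stays open, since control 3 had a median position of 0.129 (quartiles -0.104 and 0.379) between the metformin mean at 0 and the mean of controls 1 and 2 at 1 in the 666 genes called without it. Other lists place control 3 as its label says, below all 3 metformin samples. It was at 5.71 against 6.53 log2 CPM or more for the red blood cell genes and at 3.81 against 4.34 for the CDK inhibitors. For the adipocyte markers it also lay below them, at 9.89, but nearer to metformin 3, at 10.0, than to controls 1 and 2, at 9.661 and 9.475. Of these lists, all but the CDK inhibitors also passed without control 3. So did the milk, luminal progenitor, plasma cell, general epithelial, tight junction, heat shock and both clock lists, in which control 3 lay within the range of the metformin samples. A secretory state that differs between mice of either group, such as the estrous stage, which is not given in the sources used here, also stays open, with control 3 at 4.88 log2 CPM of milk genes against 5.54 in the highest metformin sample (difference -0.659). These 3, a smaller epithelial share and an effect of metformin cannot be told apart with 3 mice in each group.

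Clock genes of opposite phase moved apart, with a median log2 fold change of 0.352 for the genes opposite to Bmal1 and -0.333 for those with Bmal1 (difference 0.684, 0.241 to 2.85). Those with Bmal1 fell (limma camera adjusted p = 0.0327, and adjusted p = 0.650 with an estimated correlation), with an adjusted p of 0.151, 0.0581 and 0.195 without control 1, control 2 and metformin 2 and a fall in 13 of 24 alternatives (adjusted p from 0.00262 to 0.915), but not with the epithelial marker covariate (0.201) or the adipocyte marker covariate (0.915), led by Npas2, a partner of Bmal1, at -2.47 (SE 0.78), and Dbp, a clock-controlled transcription factor, had a log2 fold change of 1.60 (SE 0.44), or 0.93 without metformin 2, in which it was at 181 CPM against 68.8 and 60.2 CPM in metformin 1 and metformin 3. Control 3 lay within the range of the metformin samples for both lists of clock genes. It was at 5.64 log2 CPM for the genes opposite to Bmal1 and at 3.86 for those with it. Controls 1 and 2 lay outside that range in both lists. A different time of collection, by group or by mouse, stays open, because the times are not given in the sources used here. With the adipocyte marker mean as a covariate the difference was -0.583 (-1.11 to 0.533), but that mean does not overlap between the groups, so the adipocyte share and the treatment cannot be told apart.

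Plasma cell markers were lower in metformin-treated mice, with control 3 among them. Their median log2 fold change was lower than that of the B, T and NK cell markers by 1.42 (difference -1.42, -2.3 to -0.257), and than that of the T and NK cell markers alone by 1.49 (difference -1.49, -2.32 to -0.313). Lymph node tissue left in the control samples stays open, because against the 4 B cell markers alone the difference was -1.06 (-2.32 to 0.721), and the B cell mean of control 3, -1.38 log2 CPM, also lay within the range of the metformin samples, -1.63 to 0.690. A plasma cell content that differs between mice of either group also stays open, with control 3 at 2.03 log2 CPM against 3.01 in the highest metformin sample (difference -0.976), and these 2 and an effect of metformin cannot be told apart.

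The 6 samples can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 271 genes past the thresholds, the highest other split 388, and 3 of the 10 splits gave as many as the real one. At an adjusted p under 0.05 in edgeR the real split gave 0 genes and the highest other 1, and since any count is at least 0, all 10 give as many whatever the data, so this comparison shows nothing, with 1199 at an unadjusted p under 0.05 in the real split, 200 at an adjusted p under 0.05 in DESeq2 and 0 in limma-voom. The real split gave 15 lists, the highest other 18, and 3 of the 10 gave as many. The split with 388 genes sets control 1, control 2 and metformin 2 against the others.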

How the results depend on the processing

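DESeq2 with a minimum of 10 counts and control 3 as the only control (with the spread from the metformin mice alone) were chosen after the values were seen. RLE and upper quartile normalization, a minimum of 10 counts in edgeR, no NewGene features and log2(FPKM + 0.1) left each count of genes past the thresholds within 1.5 times, and RLE kept 271 of the 271 genes. The 271 genes became 519 in DESeq2 on the same genes, 570 on all genes and 496 with a minimum of 10 counts, 106 with the epithelial and 84 with the adipocyte covariate, 173 with log2(FPKM + 1) and 98 with no filter, and 107 to 666 with 1 mouse left out (107 without control 2, 666 without control 3), of which DESeq2 shared 269, the adipocyte covariate 7 and control 3 alone 25. The 0 genes at an adjusted p under 0.05 became 200, 203 and 195 in these DESeq2 fits (the first called 59 unchanged genes in the simulation), stayed 0 in limma-voom, with 1199 at an unadjusted p under 0.05 in edgeR, and were 0 to 96 with 1 mouse left out (96 without control 3). The 231 genes of Table S1 became 430, 418 and 426 in DESeq2, 56 and 7 with the covariates, 142 and 81 with FPKM, 28 with control 3 alone and 80 to 295 with 1 mouse left out. The 85 named genes became 33 and 4 with the covariates, 40 with FPKM and no filter, 15 with control 3 alone and 46 to 108 with 1 mouse left out. The 75.28% lower became 67.83% in limma-voom, 80.56% with no filter, 45.28% and 38.1% with the covariates, 65.31% with FPKM and no filter, 19.2% with control 3 alone, and 48.63% to 85.42% with 1 mouse left out. The 15 lists became 7 and 6 with the epithelial and adipocyte covariates, 6 with control 3 alone, 0 with an estimated correlation and 0 with fry, and 11 to 17 with 1 mouse left out. With the epithelial covariate 9 lists no longer passed in limma camera, general epithelial markers (adjusted p = 0.531), luminal progenitor markers (adjusted p = 0.0972), basal and myoepithelial markers (adjusted p = 0.538), plasma cell markers (adjusted p = 0.678), skeletal muscle markers (adjusted p = 0.662), clock genes peaking with Bmal1 (adjusted p = 0.201), clock genes peaking opposite to Bmal1 (adjusted p = 0.0972), integrins (adjusted p = 0.0972) and tight junction genes (adjusted p = 0.201), the first of which is the covariate itself, and 1, Schwann cell markers, newly passed (adjusted p = 0.00347). As a replicate block, the shared numbers gave 118 genes, 90 of Table S1 and 41 named genes. The deviations from the group means did not correlate positively between samples of the same number (correlations of -0.349, -0.137 and -0.0133), and no source pairs these samples. The cause of these changes was not tested.

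With the adipocyte covariate, which does not overlap between the groups, 11 lists turned direction, of which the adipocyte markers are the covariate itself: milk proteins and secretory genes (limma camera adjusted p = 0.2194), general epithelial markers (limma camera adjusted p = 0.1238), luminal progenitor markers (limma camera adjusted p = 0.03855), basal and myoepithelial markers (limma camera adjusted p = 0.6245), adipocyte markers (limma camera adjusted p = 0.9618), B cell markers (limma camera adjusted p = 0.02223), plasma cell markers (limma camera adjusted p = 1.514e-05), T and NK cell markers (limma camera adjusted p = 0.02223), clock genes peaking with Bmal1 (limma camera adjusted p = 0.9149), clock genes peaking opposite to Bmal1 (limma camera adjusted p = 0.3158) and tight junction genes (limma camera adjusted p = 0.1316). The log2 fold change turned positive for Plet1 (0.2357), Chrdl2 (0.6229), Col9a1 (0.1432), Lao1 (0.3478), Lalba (0.5148), Slc34a2 (0.1643), NewGene_2453 (1.258), NewGene_4750 (0.009029), NewGene_2444 (0.793), Esrp1 (0.1063), Elf5 (0.8063), Aldh1a3 (0.1643), Jchain (2.112), Mzb1 (3.405), Col4a5 (0.194), Bmf (0.3125), Vdr (0.4719), Slc5a1 (0.7703) and NewGene_4757 (0.598). Only for NewGene_2453, NewGene_2444, Jchain (SE 0.557), Mzb1 (SE 0.752) and Slc5a1 was this value larger than its SE. For the others it cannot be told from no change, as for Chrdl2 (SE 2.29) and Lalba (SE 1.76). With control 3 alone, Chrdl2 (0.2118) and Elf5 (0.01287) turned positive, the hormone-sensing markers turned down (limma camera adjusted p = 0.04297) and the plasma cell markers up (0.709), and the macrophage markers turned down without metformin 3 (0.02284, and up to 0.8841 with another mouse left out).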

Differences from the paper's values

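The paper reports 433 differentially expressed genes, and edgeR gave 271 at the same thresholds. Of the alternatives set before the data were examined, DESeq2 on the same genes (519), DESeq2 on all genes with a count (570), limma-voom (401) and no filter for low counts (360) lay within 1.5 times of the paper's number. RLE (282) and upper quartile normalization (279), a minimum of 10 counts (262), no NewGene features (253), the replicate block (118), the epithelial (106) and adipocyte covariate (84), the FPKM fits (173, 201 and 98) and each mouse left out (177, 107, 666, 144, 183 and 197) did not.

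The paper reports 328 lower genes, and edgeR gave 204. The 2 DESeq2 fits (394 and 442), limma-voom (272) and no filter (290) lay within 1.5 times. RLE (215), upper quartile (211), a minimum of 10 counts (197), no NewGene features (187), the block (86), the covariates (48 and 32), the FPKM fits (128, 148 and 64) and each mouse left out (122, 68, 523, 123, 89 and 136) did not.

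The paper reports 105 higher genes, and edgeR gave 67. The 2 DESeq2 fits (125 and 128), limma-voom (129), no filter (70), and the fits without control 3 (143) and without metformin 2 (94) lay within 1.5 times. RLE (67), upper quartile (68), a minimum of 10 counts (65), no NewGene features (66), the block (32), the covariates (58 and 52), the FPKM fits (45, 53 and 34) and the fits without control 1 (55), control 2 (39), metformin 1 (21) and metformin 3 (61) did not.

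The paper's methods name DESeq2. DESeq2 on all genes with a count called 418 of the 433 genes of Table S1 and 152 others, 123 of them lower, among them Wap and Glycam1, and 431 of the 433 have at least 10 counts in every sample. A minimum of 10 counts in every sample, chosen after the values were seen from 9 minimums that gave 458 to 548 genes with 404 to 426 in Table S1, gave 496 genes and dropped 7 of the 433.

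The paper names NGFR and PTPN5 among the top higher genes, and in edgeR neither was past the thresholds (log2 fold change 1.96 (SE 0.73) and 4.04 (SE 1.61)). Figure 5C labels PTPN5, ANGPTL8 and PRTN3, which are not in Table S1, and Angptl8 and Prtn3 were not past the thresholds in edgeR. DESeq2 on the same genes called Ngfr and Angptl8, DESeq2 on all genes with a count called Ngfr, DESeq2 at a minimum of 10 counts, chosen after the values were seen, called both, and edgeR without metformin 2 called Ngfr, Ptpn5 and Prtn3. Table 1 lists 17 higher genes where the text counts 15.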

Other observations

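Cebpa, a transcription factor of adipocytes, was at 338 ± 23.6 CPM in control and 605 ± 70.9 CPM in metformin-treated mice (log2 fold change 0.84 (SE 0.20)), and it and Dgat1 rose when adjusted over the adipocyte list alone. Slc4a1, the anion exchanger of red blood cells, had a log2 fold change of 2.20 (SE 0.66) and Alas2, the first enzyme of their heme synthesis, one of 0.97 (SE 0.36). Arntl, which encodes the clock factor Bmal1, had a log2 fold change of -1.29 (SE 0.53) and Nr1d1, its repressor, one of 0.80 (SE 0.34), or 0.32 without metformin 2. Adjusted over the list alone, of the clock genes with Bmal1 0 passed in edgeR, 2 in DESeq2 and 1 in limma-voom, with 2 at an unadjusted p under 0.05 in edgeR, and of those opposite to it 0, 1 and 2, with 4.

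Endothelial markers (median log2 fold change 0.12, limma camera adjusted p = 0.168) did not pass as a set, with Egfl7, a vascular secreted factor, at 0.42 (SE 0.22), or 0.25 without control 3. Fibroblast markers had a median log2 fold change of -0.06, a mean of 0.03 and a test in the upward direction that did not pass (limma camera adjusted p = 0.908). Schwann cell markers (median log2 fold change -0.20, limma camera adjusted p = 0.405) were lower at adjusted p = 0.00332 without control 2, with a range of 0.00332 to 0.796 over the alternatives. Lipogenesis genes (median log2 fold change 0.21, limma camera adjusted p = 0.423) were higher at adjusted p = 0.0235 and cholesterol synthesis genes (median log2 fold change 0.12, limma camera adjusted p = 0.109) at adjusted p = 0.00258 in limma camera without control 1, and over their alternatives the adjusted p ran from 0.0235 to 0.967 and from 0.00258 to 0.653. Wnt targets had a median log2 fold change of 0.05, a mean of -0.05 and did not pass (limma camera adjusted p = 0.839), with Rnf43, an inhibitor of Wnt receptors, at -1.35 (SE 0.46), or -0.87 without control 2. The mRNAs of proteins measured by Western blot did not pass (median log2 fold change -0.11, limma camera adjusted p = 0.405), with Ccnd1, cyclin D1, at 0.33 (SE 0.31), or 0.09 without control 1 and 0.77 without control 3. Adjusted over each of these 7 lists alone 0 genes passed in edgeR or limma-voom and 1, Rnf43, in DESeq2. In edgeR Rnf43 and the lipogenesis genes Fads1 and Fads2, all of them lower, had an unadjusted p under 0.05.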
